# Global Transcriptional Analysis Reveals Unique and Shared Responses in *Arabidopsis thaliana* Exposed to Combined Drought and Pathogen Stress

**DOI:** 10.3389/fpls.2016.00686

**Published:** 2016-05-24

**Authors:** Aarti Gupta, Ananda K. Sarkar, Muthappa Senthil-Kumar

**Keywords:** combined stress, *Pseudomonas syringae*, microarray, unique pathways, multiple stress tolerance, drought

## Abstract

With frequent fluctuations in global climate, plants are exposed to co-occurring drought and pathogen infection and this combination adversely affects plant survival. In the past, some studies indicated that morpho-physiological responses of plants to the combined stress are different from the individual stressed plants. However, interaction of drought stressed plants with pathogen has not been widely studied at molecular level. Such studies are important to understand the defense pathways that operate as part of combined stress tolerance mechanism. In this study, *Arabidopsis thaliana* was exposed to individual drought stress, *Pseudomonas syringae* pv tomato DC3000 (Pst DC3000) infection and their combination. Using Affymetrix WT gene 1.0 ST array, global transcriptome profiling of leaves under individual drought stress and pathogen infection was compared with their combination. The results obtained from pathway mapping (KAAS and MAPMAN) demonstrated the modulation in defense pathways in *A. thaliana* under drought and host pathogen Pst DC3000 infection. Further, our study revealed “tailored” responses under combined stress and the time of occurrence of each stress during their concurrence has shown differences in transcriptome profile. Our results from microarray and RT-qPCR revealed regulation of 20 novel genes uniquely during the stress interaction. This study indicates that plants exposed to concurrent drought and pathogen stress experience a new state of stress. Thus, under frequently changing climatic conditions, time of occurrence of each stress in the interaction defines the plant responses and should thus be studied explicitly.

## Introduction

Under field conditions drought stress most often occur in conjunction with pathogen infection and this combination negatively impact plant growth (McElrone et al., 2001; Mohr and Cahill, 2003; Choi et al., 2013). Drought potentially alters the plant-pathogen interaction by interfering with the host plant physiological and biochemical processes and making it either more, or less susceptible (Mohr and Cahill, 2003). Alternatively, drought-induced changes directly influence the pathogen survival in plant interface making it either more or less virulent (Wiese et al., 2004; Achuo et al., 2006; Goel et al., 2008; Hanso and Drenkhan, 2009; Luck et al., 2011). Furthermore, the combined effect of drought stress and pathogen infection leads to altered resistance responses (Xu et al., 2008; Choi et al., 2013; Prasch and Sonnewald, 2013). Previously, a few studies showed that stress interaction provoke altogether different transcriptome changes that were not seen under either of the individual stresses (Atkinson et al., 2013; Prasch and Sonnewald, 2013). Plant responses to combined drought and pathogen stress has been shown to vary depending on the severity and duration of each stress and also differs with the nature of infecting pathogens (Olson et al., 1990; McElrone and Forseth, 2004; Achuo et al., 2006; Xu et al., 2008). Till date, transcriptome changes in plants under combined drought and pathogen were documented in two studies (Choi et al., 2013; Prasch and Sonnewald, 2013). In the study on *Arabidopsis thaliana* subjected to drought and *Turnip mosaic virus* (TuMV) infection, transcriptome profiling revealed the existence of 24% of the shared genes between individual and combined stress while more than 50% of the unique genes were noted upon combined stress treatment (Prasch and Sonnewald, 2013). In another study, drought stressed *Vitis vinifera* showed enhanced disease symptoms under *Xylella fastidiosa* infection (Choi et al., 2013). Noteworthy, some of the tracheids infecting pathogens have been shown to cause physiological drought (McElrone et al., 2001, 2003). Hence, *X. fastidiosa* and drought stress have exerted synergistic impact on plant-water relations, and under such interaction 56% of differentially regulated genes were shared with either of the individual stresses (Choi et al., 2013). These studies indicate that the extent of shared responses between combined and individual stresses depends on the nature of pathogens that infect drought stressed plants. However, transcriptome changes in plants under drought and foliar pathogen has not been studied. Such studies are important to understand the genes and pathways that operate uniquely as part of combined stress tolerance mechanism. For plant-bacterial pathogen interaction studies in *A. thaliana, Pseudomonas syringae* is the best suitable system owing to its resource availability and well established methods (Katagiri et al., 2002). Both water deficit and foliar bacterial pathogen infection have been shown to modulate common plant responses. For example, drought induces stomata closure in the plants (Wilkinson and Davies, 2002), while some foliar bacterial pathogens force open the stomata (Melotto et al., 2008). Such changes thus can impact both this pathogen entry and regulate drought tolerance. In order to understand the modulation of defense reactions in *A. thaliana* under drought and *P. syringae* pv. tomato DC3000 infection, global transcriptome profiling of leaves under individual drought stress, pathogen infection and their combination was performed in this study. Transcriptome profile under different combined stresses was variably influenced by the time of occurrence of each stress during their concurrence. Our study also revealed unique responses under combined stress. Results from this study indicate that plants exposed to combined drought and pathogen stress experience a new state of stress that is different from plants exposed to the individual stresses. Thus, our transcriptomic study indicates the essential role of many unique genes under combined stress and further the existence of common genes between individual and combined stresses suggests a complex crosstalk between stress responsive mechanisms.

## Materials and methods

### Plant material, bacterial strain, and growth conditions

*Arabidopsis thaliana* ecotype Columbia-0 (Arabidopsis Biological Resource Center, accession number CS70000) was used in the study. Seeds were sown in agropeat (Prakruthi Agro Tech, Karnataka, India) and vermiculite (Keltech Energies Ltd, Maharashtra, India) mix (3:1 vol/vol, pre-weighed) and were stratified (for 48 h in dark at 4°C). Plants were grown under short-day conditions (8 h of light, 16 h of dark) with 200 μE m^−2^s^−1^ light intensity, 75% humidity, and 20°C constant temperature in growth chamber (PGR15, Conviron, Winnipeg, Canada). Plants were bottom irrigated with water or with Hoagland solution (Cat # TS1094, Himedia Laboratories, Mumbai, India) every alternate day till the start of the stress treatments.

*Pseudomonas syringae* pv. tomato DC3000 (Pst DC3000), a host pathogen of *A. thaliana* was used in this study. Pst DC3000 was grown in King's B medium (King et al., 1954) supplemented with rifampicin (50 μg/mL), at 28°C with continuous shaking of 200 rotations per minute (rpm) for 12 h.

### Preparation of Pst DC3000 inoculum

Bacterial culture at initial optical density at 600 nm (OD_600_) = 0.4 was centrifuged at 4270 g for 10 min. Bacterial pellet was washed thrice using sterile water and suspended in sterile water to the concentration of 5 × 10^3^ colony forming units (CFU)/mL.

### Combined stress imposition

Drought stress was initiated by withholding water from potted *A. thaliana* (32-days-old, 8 leaf stage). Gravimetric method (Ramegowda et al., 2013) was followed for stress imposition. Briefly, potted plants were weighed twice a day (11:00 a.m. and 5:00 p.m.) and were brought down to a defined level of drought stress, 40% soil field capacity (FC) (Ψw = −3.9 MPa). Control plants were maintained at 100% FC. According to previous standardizations, the potting mix used in the study attained 40% FC in 5 days (Supplementary Figure S1A). FC was determined using the following formula;

$$\begin{array}{l} \text{FC }\left(\%\right)=\left[\left(\text{WW }-\text{ DW}\right)∕\text{DW}\right]\times 100 \end{array}$$

WW-wet soil weight; DW-air dry soil weight.

Upon the arrival of 40% FC (37-days-old plants), pathogen was infiltrated at 5 × 10^3^ CFU/mL concentration through abaxial side of the leaves (DP). The time of pathogen inoculation was considered as 0 h post-treatment (hpt), such that plant experiences combined drought stress of 40% FC along with pathogen stress for 24 hpt. Individual drought stressed and pathogen infected plants were separately maintained. The control healthy plants were infiltrated only with sterile water (mock inoculation).

For pathogen first and concurrent drought later treatment, pathogen was infiltrated into the leaves (of 32-days-old–plants) and such plants were subjected to water withdrawal (PD). Individual plants maintained only at 40% FC and others treated only with pathogen were also maintained. The outline for combined stress protocol is provided in Supplementary Figure S1A.

### Assessment of *In planta* bacterial multiplication

Bacterial multiplication in leaves from combined stressed and pathogen only treated plants was assessed at 24 hpt. Circular discs measuring 1 cm diameter were cut out using cork borer from infected leaf. The leaf disc was surface sterilized with 0.01% H_2_O_2_ for 20 s, and was homogenized in 1000 μL of sterile water. Upon further serial dilution in sterile water, it was plated on King's B agar medium supplemented with rifampicin antibiotic (50 mg/L). Bacterial population was calculated as CFU/cm^2^ (Wang et al., 2007). Bacterial numbers were calculated as per the following formula:

(2) $$\begin{array}{l} \text{Bacterial multiplication }\left(\text{CFU}/{\text{cm}}^{2}\right)\text{=}\\ \;\frac{\frac{\begin{array}{l} \text{Number of colonies x volume of homogenate }(\mu \text{L})\\ \text{ x dilution factor} \end{array}}{\text{volume plated}}}{\text{Leaf area }({\text{cm}}^{2})} \end{array}$$

### Assessment of membrane leakage

Electrolyte leakage was measured in leaf samples following protocol described by Tripathy et al. (2000). Briefly, discs (1 cm diameter) were punched from each leaf and were rinsed in deionized water for 2 min to remove lysed contents due to cut ends. Washed leaf discs (two discs) were placed in 20 mL of deionized water for 12 h with continuous shaking at 60 rpm at 20°C. Six biological replicates were considered for each treatment. Conductivity of the bathing solution was measured for each sample using conductivity meter (Model-1602, EC-TDS-SAL Meter, Esico International, Himachal Pradesh, India). Samples with bathing solution were autoclaved to cause complete (100%) electrolyte leakage and conductivity was measured again. Electrolyte leakage was expressed as the percentage ratio of initial and final readings.

### RNA extraction

Leaf tissue (100 mg fresh weight) from third tier of stressed and unstressed rosette was harvested at 24 hpt and immediately frozen in liquid nitrogen. The frozen material was pulverized in liquid nitrogen into a fine powder. The homogenate was used for isolation of total RNA using RNeasy plant mini kit (Cat # 74904, Qiagen, Hilden, Germany) as per the manufacturer's instructions. RNA samples were treated with DNase I (Cat # 79254 RNeasy/QlAamp columns, Qiagen, Hilden, Germany) to remove DNA according to the manufacturer's instructions. RNA quality and quantity were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, California, USA) with RNA 6000 Nano Chips (Cat # 5067-1511, Agilent Technologies, California, USA), following the manufacturer's protocol. RNA integrity numbers (RIN) ranged from 7.0 to 7.5.

### Microarray hybridization

Microarray experiment was conducted using Whole Transcript (WT) Expression Arrays (Affymetrix, California, USA). Total RNA was labeled using GeneChip® WT PLUS Reagent Kit (Cat # 902281, Affymetrix, California, USA) as per manufacturer's protocol. Briefly, total RNA (500 ng) was reverse transcribed to synthesize single-stranded cDNA with T7 promoter sequence at the 5′ end. Template cDNA was converted to double-stranded cDNA, simultaneously degrading the residual RNA. Complimentary RNA (cRNA) was synthesized and amplified by *in-vitro* transcription of the second-stranded cDNA template using T7 RNA polymerase. cRNA was purified and reverse transcribed to make sense strand cDNA containing dUTP at a fixed ratio relative to dTTP. Template RNA was removed following hydrolysis using RNase H. The purified, sense-strand cDNA is fragmented at the dUTP residues and was labeled using Affymetrix proprietary DNA labeling reagent that is covalently linked to biotin. The appropriate amount of each fragmented and biotin-labeled single stranded (ss)-cDNA was mixed with hybridization master mix and was loaded onto cartridge (GeneChip® Gene 1.0 ST, Cat # 901915, Affymetrix, California, USA). Loaded cartridge was hybridized for 16 h at 45°C and 60 rpm followed by washing, staining, and scanning using GeneChip® hybridization, wash, and stain kit (Cat # 900720, Affymetrix, California, USA) according to the manufacturer's guidelines. Six different plants were maintained for each treatment and a pool of three plants were sampled for each biological replicate. For each treatment, two biological replicates were hybridized (Supplementary Figure S2A).

### Microarray data extraction and analysis

A concise protocol depicting data analysis is presented in Supplementary Figure S2A. In short, image files (.CEL) were imported into GeneSpring GX 12.1.6 (Agilent Technologies, California, USA). The microarray data was normalized using RMA algorithm (GeneSpring GX 12.1.6). Unpaired *t*-test was employed to obtain differentially expressed genes. More than 2-fold differentially expressed genes (DEGs), between two conditions (treatment over control) with *t*-test *p* ≤ 0.05 were selected for further analysis. The selected DEGs were segregated into up- and down-regulated genes. Up-regulated genes were assigned positive values, and down-regulated ones as negative values.

Genes were distributed along gene ontology (GO) biological classes using inbuilt feature of GeneSpring (Agilent GeneSpring GX12.1.6) and relative enrichment was performed as percentage of significantly regulated genes from a specific functional group relative to the total genes from that specific group to the entire chip. Genes were also categorized as per GO molecular function according to TAIR GO functional classification (TAIR 10). DEGs across individual and combined stress treatments were compared using Venn diagrams (Agilent GeneSpring GX12.1.6). Based on Venn intersections, DEGs were segregated as unique to combined stress transcriptome and as common between individual and combined stressed transcriptome.

The pathway networks were determined by input of the selected gene lists into KEGG Automatic Annotation Server (KAAS, http://www.genome.jp/tools/kaas/) and MAPMAN (http://mapman.gabipd.org/web/guest/mapman). Heat maps were drawn with fold change values using GENE-E software (http://www.broadinstitute.org/cancer/software/GENE-E/).

### Quantitative real-time PCR analysis

Transcript expression of selected genes was quantified by real-time PCR (RT-qPCR) using ABI Prism 7000 sequence detection system (Applied Biosystems, California, USA). For all the RT-qPCR experiments, three independent biological replicates were performed. Total RNA (5 μg) was reverse transcribed to make template (first strand cDNA) in a reaction volume of 50 μL using verso cDNA synthesis kit (Cat # AB1453A, Thermo Scientific, Massachusetts, USA). Gene-specific primers (Supplementary Table S1) were designed using Primer 3 software (Untergrasser et al., 2012). Template cDNA was diluted (5-fold) and was mixed with 750 nM each of the specific primers and SYBR Green PCR master mix (Applied Biosystems, USA) in a final volume of 10 μL. Ct values obtained for *AtACTIN2* (AT3G18780) gene was used to normalize data. Fold change in gene expression in stressed samples was quantified using comparative D cycle threshold (CT) method relative to the non-stressed control samples (Livak and Schmittgen, 2001).

### Statistical analysis

Data presented are average of biological replicates. The numbers of biological replicates considered for each experiment are mentioned in the legend for respective figure. Error bars represent ± SEM. Significant differences among treatments were determined by one-way ANOVA and applying the least-significant difference *post-hoc* Tukey's test (*p* < 0.05) (SigmaPlot 11.0, Systat Software Inc., California, USA). The test of significance applied in RT-qPCR analysis was Student's *t*-test (*p* < 0.05) (SigmaPlot 11.0, Systat Software Inc., California, USA).

## Results

### Combined stress imposition lead to drought and pathogen defined plant physio-morphological changes

Leaves of *Arabidopsis thaliana* were exposed to combined drought and bacterial pathogen (Pst DC3000) stress by following two different protocols. In the first protocol, drought stress was started first and then pathogen inoculation was done (hereafter referred as DP). Initially, plants were maintained at 100% field capacity (FC), which corresponds to ~92% leaf relative water content (RWC) and at the start of the experiment, water was withheld so that pots come down to 40% soil moisture content (FC) with leaves exhibiting ~55% RWC (Supplementary Figure S1). In the DP protocol, plants were allowed to experience gradual drought and the pathogen was inoculated at 40% field capacity (FC). Plants were maintained at this drought level along with continued *in vivo* pathogen multiplication for 24 h. Gravimetric assessment revealed that plants realized progressive drought at 80 and 60% FC for 1 and 2 days respectively before reaching to a final drought stress level of 40% FC (Supplementary Figure S1A). Individual stressed plants namely drought plants at 40% FC and pathogen inoculated plants along with absolute control and mock (water only) inoculated plants were maintained as controls and data gathered were compared with appropriate controls (Supplementary Figure S1A).

In the second protocol, pathogen was inoculated and then the irrigation was stopped to induce drought stress. *In planta* bacterial numbers at 0 hpt reflect delivery of 2.14 Log (CFU/cm^2^) concentration of pathogen in the inoculated leaf. Drought stress at 40% FC had reached 5 days after pathogen inoculation. During this period, both exponential pathogen multiplication and progressive drought stress were observed in these plants (Supplementary Figure S1). At 40% FC with progressive pathogen multiplication, plants were maintained for 24 h and samples were then taken for experiments. This protocol where pathogen was inoculated before start of drought stress is referred as PD. Individual stressed plants namely, drought stressed and pathogen infiltrated (for 6 days of prolonged duration, referred as PP) along with mock inoculated and absolute control plants were maintained in this experiment. Another control involving mock (water) infiltration into the leaves of drought stressed plants (DM) was also included for transcriptomic study. Raw and processed result files generated from microarray experiment were submitted to GEO NCBI (accession no. GSE79681). 

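The deposited data hold 22 whole-transcript arrays of leaf RNA from 38-day-old plants, in 11 groups of 2 biological replicates, each replicate a pool of leaves. AC was the absolute control, which was watered and not infiltrated, and M was the mock control, which was watered and infiltrated with water. D plants were held at 40% of field capacity, and DM plants were held at the same level and infiltrated with water. P and PP plants were watered and infiltrated with Pst DC3000 at 5000 CFU/mL for 1 day and for 6 days. DP plants were droughted first and then infiltrated for 1 day, and PD plants were infiltrated first and then droughted. For PD the paper gives 6 days with the pathogen, and the 1 day of its array labels stands beside the drought at 40% of field capacity. Another 3 groups (NH, DNH and DRP) are not part of the paper's comparisons. The authors scanned the arrays and normalized them by RMA (robust multi-array average), which corrects the background, normalizes between arrays and gives a log2 signal per transcript cluster. The values of all transcript clusters on the array were used as deposited, with array medians from 3.13 to 3.35 on the log2 scale. limma fitted 1 mean per group over all 22 arrays, which leaves 11 residual degrees of freedom, and a cluster was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. D was compared with AC, and P, PP, DP and PD were compared with M. DP was also compared directly with P, and PD with PP, and 2 interactions tested whether the pathogen response differed between droughted and watered plants: (DP - DM) - (P - M) and (PD - DM) - (PP - M). DM was the only droughted infiltrated control and was infiltrated 1 day before harvest, while PD had 6 days with the pathogen by the paper. The interaction in PD therefore has no droughted control matched in time of infiltration. Log2 fold changes are differences of the means of 2 arrays each, and the number of arrays limits their precision. A gene was read from a cluster with a single gene name, and many names came only from the study's own lists of changed genes, so that counts over named genes lean toward genes the study had called.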

Results on RWC, *in planta* bacterial numbers and transcriptomic analysis from combined stressed plants indicated successful drought stress imposition and pathogen infection (Supplementary Figures S1C,D, S3). 

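The desiccation gene RD29B (AT5G52300) had the largest rise of any singly named gene in DP against M, with a log2 fold change of 6.78 (standard error 0.41, adjusted p = 2.9e-07), from 4.29 ± 0.19 to 11.07 ± 0.06 (SD, n = 2 arrays). Its changes were 3.74 in D and 5.63 in PD on the log2 scale. The LEA protein gene LEA7 (AT1G52690) rose by 3.90 in DP and the dehydrin genes LTI30 (AT3G50970) and RAB18 (AT5G66400) rose by 4.00 and 3.37, while RAB18 fell in PP with a change of -2.26. The chitinase genes AT2G43570 and HCHIB (AT3G12500) rose by 3.01 and 2.69 in DP and by 3.39 and 1.81 in PD, and PR5 (AT1G75040) rose by 2.97 in PP. Of 34 measured genes of abscisic acid and drought responses, 11 rose in D, 8 in P, 4 in PP, 28 in DP and 23 in PD, and these counts were the same when adjusted over the list alone (11, 8, 4, 28 and 23). With AC in place of M, a setting chosen after seeing the data, 3 rose in P and 18 in DP, and against M in place of AC 19 rose in D. In PP 10 of the list fell, and in PD 1 (10 and 1 adjusted over the list alone), and against AC 16 fell in PP. The names of 27 of these genes were known only because the study lists them as changed.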

Results from transcriptome analysis revealed presence of drought and pathogen responsive genes examples, those encoding for late embryogenesis abundant proteins (LEAs), dehydrins, chitinases and pathogenesis related (PR) proteins (Welin et al., 1994; Katagiri et al., 2002; Zhao et al., 2003; Hanin et al., 2011; Yang et al., 2012), among the most differentially expressed transcripts in response to stress (Supplementary Figure S3). Further, the results on gene ontology biological process revealed that the top-most differentially expressed genes (DEGs) were enriched with GO biological process “response to stress” (Supplementary Figure S4).

Influence of combined stress on pathogen infection and disease progression was studied and we observed reduced *in planta* bacterial multiplication in DP stressed plants. However, PD stressed plants showed bacterial numbers similar to pathogen only inoculated plants. Accordingly, DP stressed plants did not show disease-induced chlorosis, but conspicuous chlorosis was observed in PD stressed plants (Supplementary Figure S1B). Also, the RWC in DP and PD stressed plants was 55 and 46% leaf water content respectively and no significant difference in RWC was found between DP and PD. Since independently occurring drought and pathogen induces leakage of solutes through cellular membranes, electrical conductivity measurement was considered as parameter for assessing stress impact in combined stressed plants. Membrane leakage was higher under combined DP stress (38%) in comparison to the drought (26%) or pathogen (22%) stresses. However, in case of the combined PD stress (33%), the leakage was at par with pathogen (PP) induced damage (34%) (Supplementary Figure S1E). All these results indirectly suggest that pathogen infection does not alter the drought stress specific impact on plants in both the combined stress protocols. In this manuscript, the changes in plant defense against pathogen influenced by drought stress are explored.

Our experiments revealed two major inferences. One, the first occurring individual stress likely plays role in deciding outcome of stress interaction. Based on the initial analysis of transcriptome data (Supplementary Figures 1A,B) we predicted existence of both unique and shared responses that can explain the observed physio-morphological changes. Second, the likely “dominant” stressor, drought, seem to play role in reducing the bacterial multiplication in DP plants, but not in PD plants. The transcriptomic data for DP and individual stress controls revealed changes in plant defense responses. Hence, we first present the analysis of the net effect of combined stresses (DP and PD) on plants. In second part of the manuscript, we present transcriptome analysis and provide reasons for reduction in bacterial numbers in DP or pathogen number in PD plants similar to pathogen infiltrated plants.

### Combined stressed plants showed distinct transcriptome changes

In order to understand the transcriptome changes in combined stressed plants, whole-transcripts expression arrays were performed using RNA samples isolated from plants (leaf tissue) exposed to individual and combined stress conditions (Supplementary Figure S2A). Hierarchical clustering based on expression values of the transcripts showed that the two replicates of differentially treated plants clustered together (Supplementary Figure S2B). 

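Over all transcript clusters, the 2 arrays of each of the 8 groups joined each other before they joined any array of another group (1 minus Pearson's r between arrays, average linkage). With DM replicate 2 left out the count was 7 of the 8 groups, in which DM, then a single array, is counted as joined. The distance within a group was lowest in PP, at 0.0211, and highest in AC, at 0.0405. M and P arrays lay 0.0239 and 0.0247 from their replicates, and D and DM arrays 0.0378 and 0.0363. Between groups the distances ran from 0.037 for a pair of M and P arrays to 0.0866 for a pair of AC and PP arrays, so that single pairs of arrays from different groups lay closer than the AC replicates did.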

Drought stressed plant infiltrated with water (drought-mock, DM) clustered closely to the drought stressed plants, inferring that the syringe infiltration method (water and wound response) used in this study are accommodated in our analysis so that the exclusive treatment effects are compared. Both the combined stress treatments (DP and PD) were close to the drought stress clade whereas transcriptome profile under pathogen and prolonged pathogen treatment formed a separate clade, possibly reflecting the dominance of drought stressor in the combined stress (Supplementary Figure S2B).

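The D and DM arrays joined at 0.0461, with distances from 0.0376 to 0.0548 between single arrays, before AC joined them at 0.0554. This branch of D and DM alone depended on single arrays, since the smallest branch with both held 5 other groups without D replicate 1 and 2 other groups without DM replicate 2, DP replicate 1 or PD replicate 2. It also depended on the distance measure, since by Euclidean distance with complete linkage the smallest branch with both held other groups as well. A direct comparison of DM with D called 784 transcript clusters, 2.04% of those tested, of which 471 rose and 313 fell. This count was 515 without D replicate 2 and 471 without DM replicate 2. The defensin gene PDF1.4 (AT1G19610) and the extensin gene EXT4 (AT1G76930) rose by 5.09 and 4.91 on the log2 scale in DM, and NAC090 (AT5G22380) fell with a change of -3.61. In watered plants the infiltrated control M differed from the uninfiltrated control AC in 4192 clusters (2581 higher and 1611 lower in M). Among these, BT2 (AT3G48360) was higher in M by 6.19 and RVE2 (AT5G37260) by 5.98. From the position of DM beside D, the paper infers that the infiltration itself is accounted for in its comparisons.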

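DP arrays joined the branch of M and P at a distance of 0.0445, PP joined it at 0.0504 and PD at 0.0536, while D, DM and AC formed the other branch. Single DP arrays lay 0.0474 to 0.0649 from D arrays and 0.0374 to 0.0503 from P arrays. PD arrays lay 0.0468 to 0.0635 from D arrays, 0.0442 to 0.0532 from P arrays and 0.0474 to 0.0602 from PP arrays. The ranges overlap, so the order of these distances does not exceed the spread between arrays. The placement of DP and PD changed with the distance measure and with the clusters used: by Euclidean distance with complete linkage PD joined D, and over the 1000 clusters of highest variance DP joined PD. It also changed with single arrays: the smallest branch that held D and DP held 6 other groups, and 3 without D replicate 2, PP replicate 1 or DP replicate 2, and the smallest branch that held P and PP held 2 other groups, and 4 without D replicate 1 or 5 without D replicate 2, PP replicate 1, DP replicate 1, DP replicate 2, PD replicate 2 or DM replicate 2. For D and PD the number was 6, and 4 without PP replicate 1, and for DP and P it was 1, and 5 without DP replicate 1, PD replicate 2 or DM replicate 2 and 0 without DP replicate 2. Over the 6 treated groups that the paper's tree shows, without AC and M (a tree drawn after seeing the first), DP joined P at 0.0438, PP joined them at 0.0466 and PD at 0.0499, with D and DM apart, while by Euclidean distance with complete linkage DP joined PP, PD joined them, and D joined P and DM. The paper proposes that drought dominates in the combined stress because both combinations lay near its drought clade.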

We present DP and PD transcriptome changes under two major categories of responses. One is exclusive to combined stress, i.e., “unique” and the second encompasses common genes between individual and combined stresses that either have expression pattern similar to individual stress termed as “shared” or those with “tailored” expression pattern compared to individual stresses. Unpaired *t*-test listed out the significant and differentially regulated genes in each stress condition compared with respective controls. Transcriptome profile under each condition is listed in Supplementary File S1. Figures 1A,B illustrates the numbers of statistically significant differentially expressed transcripts under each stress condition (File S1). For instance, the number of differentially regulated transcripts in individual drought and pathogen stress and their combination were 655, 558, and 834 respectively. However, when pathogen was infiltrated ahead of drought stress (PD) imposition, there was a pronounced increase in the number of differentially regulated transcripts as 1647 and 1716 under prolonged pathogen (PP) and PD combined stress respectively.

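In D against AC, 2074 transcript clusters were called (1022 rose and 1052 fell, 5.4% of those tested). In P against M, 1374 were called (623 and 751, 3.58%), and in DP against M 1897 were called (953 and 944, 4.94%). The choice of control moves these counts: against AC in place of M, 2751 were called in P and 4107 in DP, and 344 and 719 were called in the same direction against both. The largest changes of singly named genes in D were a rise of AT3G53980 by 4.29 and a fall of AT3G10320 with a change of -3.93, which against M in place of AC was -0.65 and not called. In P, the zinc finger gene STZ (AT1G27730) rose by 4.05 (standard error 0.18, adjusted p = 4.27e-08), and BT2 (AT3G48360) had a change of -4.48, and against AC in place of M it rose by 1.71. In DP, CSLG2 (AT4G24000) rose by 5.15 (standard error 0.26, adjusted p = 6.03e-08) and the cell wall gene XTH7 (AT4G37800) had a change of -4.06, which was -0.82 and not called against AC. In a direct comparison of DP with P, 1369 clusters differed, 730 of them higher in DP. The balance of directions depends on the scaling and the control: after quantile normalization 731 rose and 545 fell in P and 559 were higher and 824 lower in DP than in P, and against AC 1411 rose and 1340 fell in P.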

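PP against M called 3261 transcript clusters (1715 rose and 1546 fell, 8.49% of those tested) and PD against M called 3795 (1707 and 2088, 9.88%). Against AC, 5717 were called in PP, and 1805 in PP and 1427 in PD were called in the same direction against both controls. In PD more clusters fell than rose against M, and against AC 2037 rose and 1693 fell. Among singly named genes the largest rise in PP was that of the anthocyanin gene DFR (AT5G42800), at 7.72 (standard error 0.26, adjusted p = 3.88e-10), followed by LDOX (AT4G22880) at 6.73. CA1 (AT3G01500), which encodes a carbonic anhydrase, had a change of -5.16 in PP and -4.62 in PD. In PD, GASA4 (AT5G15230) and GASA6 (AT1G74670) fell, with changes of -5.66 and -5.40, and GSTU9 (AT5G62480) rose by 4.89. Compared directly, PD and PP differed in 2732 clusters, 1166 higher and 1566 lower in PD.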

**Figure 1:**
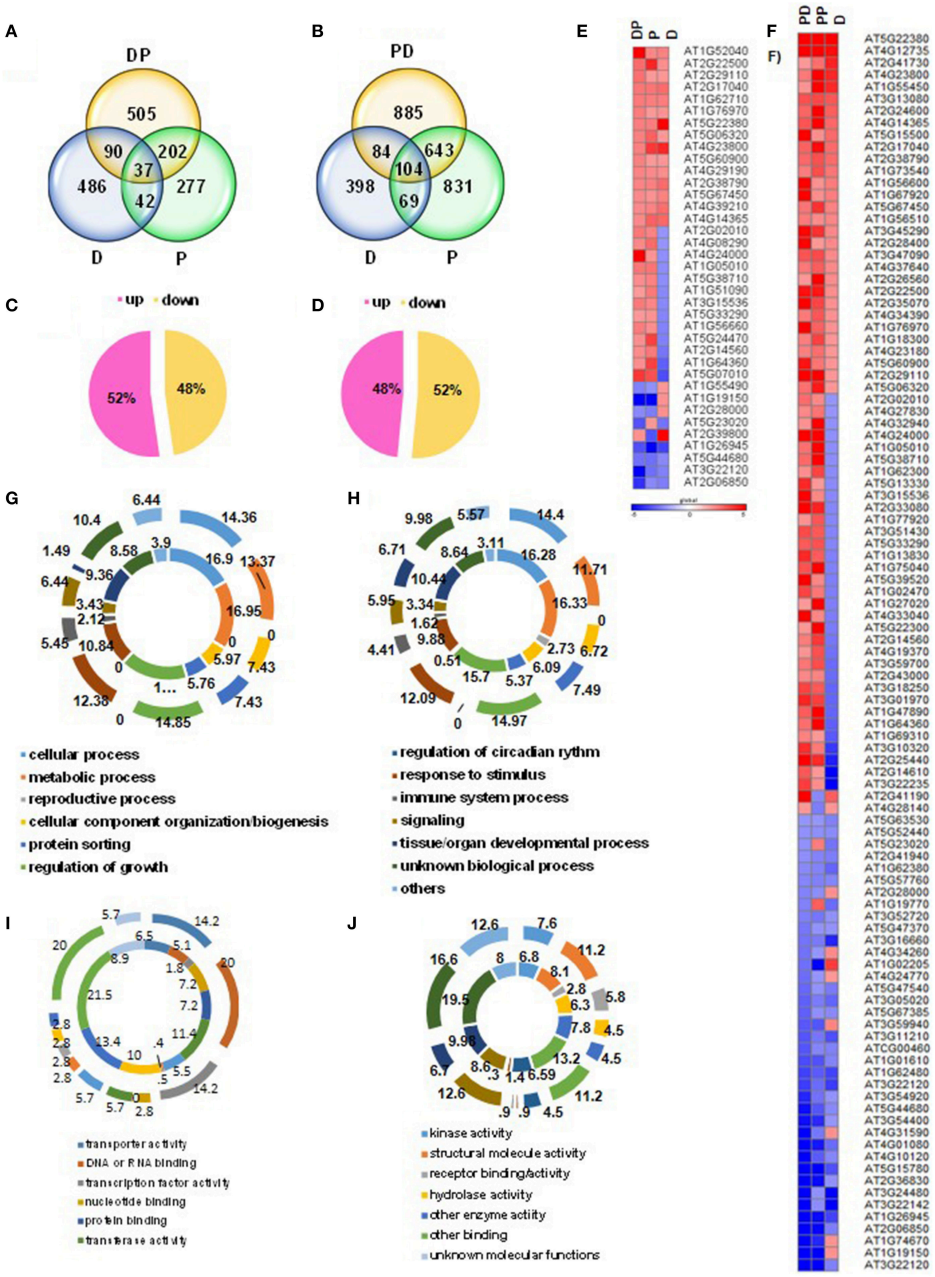
**Summary of comparative transcriptome profile of combined stressed plants with individual stressed plants**. *Arabidopsis thaliana* plants (32-days-old) were exposed to individual stresses, i.e., drought (D), *Pseudomonas syringae* pv. tomato DC3000 (Pst DC3000; P). Combined stress treatments involved superimposition of pathogen infection on drought stressed plants (DP) or drought imposition in already pathogen infected plants (PD). Microarray experiment was carried out using Affymetrix WT gene chip array and differentially expressed genes (DEGs) in each stress treatment were identified in comparison to control samples (fold change > 2, unpaired *t*-test *p* < 0.05). Venn intersection between DEGs in individual and combined stress highlights the unique and shared transcriptome profile in response to DP and PD combined stress **(A,B)**. Percent distribution of uniquely expressed genes in up- and down-regulated category in response to combined DP and PD stress treatments is shown here **(C,D)**. Expression pattern of genes shared among D, P, and DP; D, PP, and PD is depicted as heat map **(E,F)**. Color bar scale shows the fold change range with red and blue color representing up- and down-regulation respectively. Gene ontology (GO) biological function based functional categorization (Agilent GeneSpring GX12.1.6) was done for DEGs unique to combined stress and shared between D, P and DP **(G)** D, PP and PD **(H)**. GO molecular function based categorization (as per TAIR) was done for DEGs unique to combined stress and shared between D, P and DP **(I)** and D, PP and PD **(J)**. Outer ring represents the GO categories for genes shared between individual and combined stress treatments. Inner ring represents the genes unique to the combined stress treatments. Gene names and descriptions for the gene IDs presented in the figure are provided in Supplementary File S2.

Venn intersections depicted the unique and common transcriptional responses (or common) between individual and combined stress. Comparison of differentially expressed genes across individual and combined stress treatments revealed 37 genes common among drought, pathogen and DP treatments and 104 genes common among drought, prolonged pathogen and PD treatments. These common genes however showed shared or tailored expression between individual and combined stress. 

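GSTU9 (AT5G62480) rose in D, P and DP, by 1.95, 1.63 and 2.79, and XTH4 (AT2G06850) fell in all 3, with changes of -1.41, -1.26 and -2.15, while against AC the change of GSTU9 in P was 0.36 and not called. In total 143 clusters were called in D, P and DP. In D, PP and PD, 293 were called, among them both clusters of CWLP (AT3G22120), with changes of -1.96, -1.52 and -1.96 in the brighter one and -1.30, -2.65 and -4.65 in the other. With D compared with M in place of AC these counts were 400 and 654, and the brighter CWLP cluster was not called in D (-0.66). These counts include clusters whose directions differ. Independent lists would share 0.41 clusters risen and 0.51 fallen in each of D, P and DP, where 49 and 19 were found. For D, PP and PD they would share 2.03 and 2.3, where 79 and 69 were found. P and DP, and PP and PD, share the M arrays, so part of the excess may come from the shared control.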

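Of the clusters called in D, P and DP, 68 moved in the same direction in all 3 (49 up and 19 down), and 75 did not. In 71 of the latter, DP had the direction of P. The proline oxidation gene ProDH2 (AT5G38710) was one of these, with changes of -1.73 in D, 1.70 in P and 1.56 in DP, and SARD1 (AT1G73805) was another (-1.41, 1.90 and 1.33), although without D replicate 2 it was not called in D (-0.92). The galactinol synthase gene GOLS2 (AT1G56600) rose in each, by 1.44, 1.04 and 2.31, but in P it was not called without M replicate 2 (0.85) or P replicate 2 (0.85) and against AC it had -0.75. Neither the rise of GOLS2 in DP nor those of ProDH2 in P and DP were called against AC (0.51, 0.98 and 0.83). D was compared with AC and the other 2 with M, and with D against M in place of AC 387 of 400 clusters had 1 direction. In that setting all 3 comparisons share the M arrays, which favors 1 direction.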

As presented in heat maps, 19 genes were shared and 18 genes were tailored in DP stress compared to the individual stresses (Figure 1C). Similarly 59 genes showed shared expression pattern among individual drought, prolonged pathogen and PD combined stress while, 45 genes showed tailored expression pattern between individual and combined stressed plants (Figure 1D). 

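148 of the clusters called in D, PP and PD moved in the same direction (79 up and 69 down), and in 136 of the other 145 PD had the direction of PP. WRKY6 (AT1G62300) had changes of -1.30 in D, 2.08 in PP and 1.28 in PD, of which those in D and PD were not called with the other control (-0.26 in D against M and 0.25 in PD against AC). With D against M, 588 of 654 clusters called in all 3 had 1 direction, but all 3 comparisons then share the M arrays, which favors 1 direction. AFP1 (AT1G69260), which encodes a protein that binds an abscisic acid response factor, instead followed drought, with 1.22, -1.39 and 3.37. GSTU9 (AT5G62480) rose by 3.41 in PP, as it did in D and PD.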

Our analysis revealed a substantial number of genes which were induced exclusively upon combined stress treatment (unique genes), were absent from the list of DEGs under individual drought or pathogen treatments. 

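LTP4 (AT5G59310) rose by 4.62 in DP and was not called in D (0.25) or P (-0.59), and it differed from P directly by 5.21 (standard error 0.28, adjusted p = 1.7e-07). TSPO (AT2G47770) rose by 3.76 in DP, with 0.49 in D and -0.20 in P, and differed from P by 3.96. In total 1060 clusters were called in DP and in neither D nor P (544 rose and 516 fell, or 487 and 581 after quantile normalization). Of the 1060, 397 (37.5%) differed between DP and P in a direct comparison, 236 (22.3%) had a called interaction in the same direction, and 452 had at least 50 percent of their DP log2 change, in its direction, in D or P. For PD, 1853 clusters were called in neither D nor PP (788 rose and 1065 fell), of which 753 (40.6%) differed from PP directly and 199 (10.7%) had a called interaction. With PD and PP against AC in place of M, 1048 clusters were unique to PD. In simulated data, of genes changed alike in both groups and called in DP, 29% were not called in P at a log2 change of 1, 12% at 1.5, 6.12% at 2 and 2.68% at 3. These shares rest on 31, 75, 98 and 112 genes. Far fewer clusters were changed per simulated draw than were called in the data, and fewer in P than in DP. That makes the adjusted threshold stricter, most of all in P, so the shares may be too high for the data.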

Combined DP stressed plants exhibited 505 unique DEGs and combined PD plants exhibited 885 numbers of unique DEGs. 

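HIPP22 (AT1G22990) rose by 3.75 in DP and 2.68 in PD and was not called in D (0.86; called without D replicate 1, at 1.11), P (-0.09) or PP (-0.21). HB12 (AT3G61890) rose by 2.54 in DP and 3.70 in PD, with 0.09 in D. Its rise in DP was not called against AC (0.57), and against M in place of AC it was called in D (2.06), as was HIPP22. They belong to 268 clusters that were called in DP but not D or P and also in PD but not D or PP. Independent lists would share 11.2 clusters risen in both and 14.3 fallen in both, where 140 and 121 were found. DP and PD were both compared with the same M arrays, and with PD and PP compared with AC the shared count was 139.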

Strikingly, when the unique transcripts under DP stress were compared with that of unique PD, a large number of genes were found to be common between the two. Moreover, expression pattern of these genes under DP and PD stress was also similar (Supplementary Figure S5). 

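Of the clusters unique to both combinations, 261 moved in the same direction in DP and PD (140 up and 121 down), and 23 differed between DP and PD in a direct comparison. MAPKKK18 (AT1G05100) rose by 2.24 and 2.84. Across all clusters tested, which are not independent of each other, the changes in DP and PD had a Pearson's r of 0.634 and a Spearman's rho of 0.551. Simulated groups without any change that share the M arrays gave an r of 0.501, because both changes hold the same control values. The covariance of the DP and PD changes was 0.278, against 0.0781 in the simulated groups. The simulated groups hold only noise within groups, so any way in which the real M arrays stand apart adds to the observed value alone. The excess is therefore not by itself a measure of a response that DP and PD share.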

Comparative expression profile of “stress category” genes from the list of total DEGs under combined DP and PD stress revealed ~35% of common stress genes. Moreover these common stress genes exhibited similar expression pattern under DP and PD stress (Supplementary Figure S8). This indicates that, in order to combat combined stress (involving drought and bacterial pathogen), possibly plants tend to modulate a certain number of basal combined stress responsive genes.

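1350 clusters were called in both DP and PD, 31.1% of the 4342 called in either. Independent lists would share 42.4 clusters risen in both and 51.3 fallen in both, where 630 and 706 were found. DP and PD were both compared with the M arrays, so independence is not a fair reference and part of the excess may come from the shared control. With 1 of the pair compared with AC instead, a check added after seeing the overlap, they shared 755 clusters (PD against AC) or 1099 (DP against AC), although M and AC themselves differ in 4192 clusters. HAI1 (AT5G59220), which encodes a phosphatase of abscisic acid signaling, rose by 3.45 in DP and 4.44 in PD, and FMO1 (AT1G19250), a gene of systemic acquired resistance, rose by 2.11 and 2.37. These counts cover all called clusters, since the annotation terms behind the stress category were not used here.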

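1336 of the clusters called in both moved in the same direction (630 up and 706 down) and 14 in opposite directions. The shared M arrays favor 1 direction, and with PD or with DP against AC in place of M the direction was the same for 690 of 755 and 594 of 1099. Levels that lie between those of M and AC are given opposite directions by this check, so the check is not neutral either. SAG21 (AT4G02380) rose by 3.28 and 3.34, and NAC019 (AT1G52890) by 2.17 and 2.76. EXPA8 (AT2G40610) fell in both, with changes of -4.02 and -3.96. A direct comparison of DP with PD called 1711 clusters, 1006 higher and 705 lower in DP. SAG12 (AT5G45890) was lower in DP than in PD by a change of -3.25, and NIT2 (AT3G44300) by -4.67.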

Few of the unique transcripts under DP stress (in comparison to D and P stress, based on gene IDs) belong to a gene family. The others members of such gene families were observed to be differentially expressed under individual drought or pathogen stress (File S2). The expression pattern of the different isoforms of a gene may depend on the nature of the stress. These included calcium-dependent lipid-binding domain-containing protein, leucine rich repeat (LRR) transmembrane protein, transcriptions factors from NAC, WRKY, and MYB families. 

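Among 27 named WRKY genes, 11 rose in DP, against 10 in P, 20 in PP and 16 in PD, while 6 fell and 1 rose in D. With AC in place of M the numbers that rose were 5, 10, 20 and 11. WRKY62 (AT5G01900) rose by 2.67 in DP and 1.21 in P, and WRKY61 (AT1G18860) was lower in DP than in PD (-3.08). Of 22 named NAC genes, 9 rose in DP, 7 in P, 13 in PP and 16 in PD (6, 4, 10 and 15 against AC), and in D 6 rose and 2 fell. NAP (AT1G69490) rose by 2.73 in PD and RD26 (AT4G27410) by 2.04 in DP and 1.29 in D, where against M in place of AC it had -0.09. Of 14 named MYB genes, 5 rose and 3 fell in DP (2 and 4 against AC), and MYB51 (AT1G18570) rose by 1.39 in DP (0.84 and not called against AC) and 4.46 in PP. 3 of the WRKY genes, 3 of the NAC genes and 1 MYB gene were called in DP and in neither D nor P. Only 7 of the WRKY names and 1 of the NAC names came from the annotation and the others came from the study's own lists of changed genes, so the shares of each family are not those of the whole family.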

The membrane localized LRR proteins have been implicated in sensing the external environment while members of these transcription factor families are involved in signal transduction and plant responses to various abiotic and biotic stresses (Jones and Dangl, 2006; Zheng et al., 2007; Dubos et al., 2010; Nuruzzaman et al., 2013; Osakabe et al., 2013; Bakshi and Oelmüller, 2014; Nakashima et al., 2014).

To identify the key genes involved in combined stress responses, we analyzed expression pattern of 20 genes unique to combined DP stress through RT-qPCR. Few of these candidate genes belong to multigene family (other isoforms are implicated in individual stress tolerance, File S2). These genes include those encoding for ring finger protein, receptor like kinase, plant natriuretic peptide (PNP), sugar transporter, sodium hydrogen exchanger and nuclear transcription factor. For example, earlier literature indicated that PNPs are secreted into the apoplast and elicit a range of host defense responses such as tissue specific modifications of cation transport, changes in stomatal conductance and the photosynthetic rate (Turek et al., 2014). 

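The RING finger gene AIRP2 (AT5G01520) rose by 2.14 in DP on the arrays (standard error 0.15, adjusted p = 6.77e-07), from 6.27 ± 0.14 in M to 8.41 ± 0.05 (SD, n = 2 arrays), by 2.17 in PD and by 1.08 in P, where it was not called without M replicate 1 (0.98). The transcription factor gene NTM1 (AT4G01540) rose by 1.83 in DP and 2.41 in PD, and its rise of 1.27 in P was not called without M replicate 1 (1.39), M replicate 2 (1.16), P replicate 1 (1.28) or P replicate 2 (1.27). The natriuretic peptide gene PNP-A (AT2G18660) rose by 2.08 in DP and was higher in DP than in P by 1.22. AT3G03341 had the largest rise of the list in DP, at 3.16, and SGR2 (AT4G11910) rose by 1.70 in DP. Of 18 measured genes of the 20 taken to RT-qPCR, 17 rose in DP (17 adjusted over the list alone), and SCPL34 (AT5G23210) fell with a change of -1.71. In P 4 of them rose (NTM1, AIRP2 and others; 1 without M replicate 1 and 2 without P replicate 1), and 8 were higher in DP than in P (4 and 9 adjusted over the list alone). The list also rose in part in PD (12 genes) and PP (7 genes; 12 and 7 adjusted over the list alone, and 4 in PP against AC). With AC in place of M, 10 rose in DP and 2 in P, and in a fit to the arrays of the comparison alone 9 rose in DP. Not called against AC were NTM1 in DP (0.73) and P (0.17), SGR2 in DP (0.20) and AIRP2 in P (0.21). The genes were chosen by the study on these samples, so the counts are not independent evidence.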

RT-qPCR results showed expression pattern similar to microarray for the tested genes indicating induction of these genes under combined stress (Figure 2; Supplementary Figure S7). Gene encoding ABA insensitive ring protein 2, a RING/U-box superfamily protein was up-regulated under both drought and pathogen stress but was induced to 15-folds upon combined DP stress. This gene has previously been shown to be involved in drought stress and pathogen infection (Fabro et al., 2008; Cho et al., 2011). Another uniquely expressed transcription factor was NAC with transmembrane motif1 (NTM1). As reflected in our RT-qPCR results the expression pattern of this gene was unique to combined stress and presence of transcripts under drought or pathogen only stress was observed only to the minimal levels. This is a membrane protein tethered to ER or nuclear membrane and possibly has a role in ER stress, like other members of this family (Kørner et al., 2015). Stay green 2 encoding a chlorophyll catabolic protein showed up-regulation under pathogen stress but under combined stress it was induced to 23-fold change. This could be plant's counter defense to pathogen induced chlorophyll degradation. Our result is further strengthened by the information curated from public (eFP browser) and literature data under drought stress or Pst DC3000 infection. The genes showing unaltered expression under drought or Pst DC3000 infection are more suitable candidates to be established as “unique genes” under combined stress and are likely to be involved in plant adaptations to combined stress (over individual stress).

**Figure 2:**
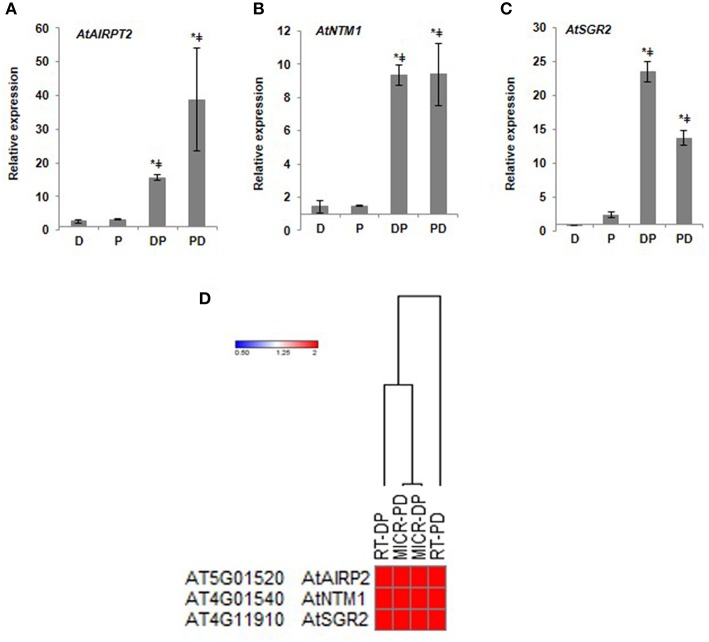
**RT-qPCR validation of microarray data from DP combined stressed leaves**. Relative expression of *AtAIRP2* **(A)** *AtNTM1* **(B)**, *AtSGR2* **(C)** genes is presented. Candidate genes were selected and corresponding transcript accumulation under combined stress treatment was quantified by RT-qPCR. Fold change in expression levels relative to the control samples were normalized to *AtACTIN2* gene expression. Each experiment was carried out with three biological and two technical replicates. Data represents the average of three biological replicates and error bars shows standard error of mean (SEM). Significance was calculated using Student's *t*-test where ^*^ and ^‡^ symbol shows significance at *p* < 0.05 over drought and pathogen stress respectively. Heat map depicts the correlation between microarray and qRT-PCR data. Dendrogram was based on Euclidean distance **(D)**. MICR, fold change values from microarray experiment; RT, fold change values from RT-qPCR analysis. Color bar in red and blue color represents up- and down-regulated genes respectively. Gene names and descriptions for the gene IDs presented in the figure are provided in Supplementary File S2.

### Unique and shared genes were specifically enriched for pathways contributing to defense and growth

Genes unique to the combined stress and genes common between individual and combined stress treatments were further classified to inferred biological process using the Gene Ontology (GO) terminologies provided by GeneSpring. Our results implicate that GO terms were similarly enriched with unique genes from DP and PD combined stress treatments (Figures 1E–I, Supplementary Figure S6; Supplementary Tables S2, S3). Likewise common genes were similarly enriched with GO terms under both kinds of combined stress treatments (Figures 1E–I; Supplementary Tables S2, S3). However, a comparison of unique vs. common genes hinted toward prioritized plant responses under combined stress for growth, signaling and immune system responses. For instance, the GO term “growth” was completely absent from the common genes and at the same time “signaling” term was less enriched with common genes in comparison to the unique genes under DP stress (Supplementary Table S3). 

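The chlorophyll synthesis gene CHLH (AT5G13630) fell in DP, with a change of -2.08, and in PP, with -3.59, and the Rubisco gene RBCS2B (AT5G38420) fell in DP, with -2.50, and in PD, with -3.19. Of 26 measured photosynthesis genes, 12 fell in DP, 15 in PD, 11 in P and 21 in PP (12, 15, 11 and 21 adjusted over the list alone). These counts depend on the control: 11 of the list were higher in M than in AC, and with AC in place of M 2, 5, 4 and 10 fell, while CHLH in DP (-0.56) and RBCS2B in DP (-0.12) and PD (-0.82) were not called. Among 12 glucosinolate genes, 8 fell in DP and 10 in PD (8 and 10 adjusted over the list alone, and 5 and 6 with AC in place of M), while 3 rose and 1 fell in P, 2 rose and 1 fell in PP and 1 rose in DP (3, 1, 2, 1 and 1). The fall in P was not called without M replicate 1, M replicate 2 or P replicate 1, the falls in PP were 2 without M replicate 1, 3 after quantile normalization and 2 against AC, where 10 rose in P and 6 in PP, and IPMI1 (AT3G58990) was lower in DP than in P by a change of -3.17. 7 of 11 aquaporin genes fell in DP and 11 in PP (7 and 11 adjusted over the list alone), and 2 in P and 8 in PD (2 and 8; those in P were not called as falls against AC), with TIP2;1 (AT3G16240) at -2.58 in DP. Of 19 cell wall growth genes, 10 fell in DP, 14 in PD, 7 in P and 10 in PP (10, 14, 7 and 10 adjusted over the list alone), and 8 were lower in DP than in P and 9 lower in PD than in PP (8 and 9). In the other direction 2 of them rose in P, 3 in PP and 1 in PD, and 2 were higher in DP than in P (2, 3, 1 and 2), but leaving out any 1 of the P or DP arrays, or quantile normalization, left 1 higher in DP, 1 rose in P without M replicate 1, and against AC 6 fell in PP and the rise in PD was not called as a rise. For 19, 12, 11 and 14 genes of these lists the name came only from the study's lists of changed genes.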

Unique genes induced under DP and PD combined stress were associated with similar pathways (mapped through KAAS) viz., carbon, nitrogen, sulfur, fatty acid and amino acid metabolism, photosynthesis, secondary metabolites and wax biosynthesis. In spite of the common stressors involved, the two kinds of combined stresses, i.e., DP and PD invoked different pathways (Supplementary Tables S4, S5). For example, unique DEGs under DP stress mapped to inositol phosphate metabolism, thiamine metabolism, folate biosynthesis and ABC transporter while PD unique genes mapped to linoleic acid metabolism, glycan degradation and nucleic acid synthesis, repair, transport and degradation (Supplementary Tables S4, S5). DP combined stress activated diterpenoid biosynthesis while monoterpenoid biosynthesis was induced upon PD combined stress (Supplementary Tables S4, S5). Thus, the two different protocols followed for combined stress actually represented two different kinds of combined stress, possibly the time of stress decides the plant defense responses.

### Basal disease resistance pathway might contribute to drought-induced endurance to pathogen infection

In order to delineate the drought induced changes in plant defenses, the DEGs under drought stress, pathogen infection and combined DP stress were surveyed through MAPMAN and KAAS. Host plant defenses against pathogen characterized by PAMP triggered immunity (PTI) or effector triggered immunity (ETI) and virulence factors were analyzed (Figure 3A). The comparative transcriptome analysis under individual and DP stress shows that the expression pattern of these defense genes under combined stress could not be delineated from either of the individual stresses. These observations suggest that plants elicit different isoforms of a defense gene under individual and combined stresses and possibly opt different route to combat them (Figure 3B). Our results show that the genes involved in PTI were induced upon DP stress where genes involved in MAP kinase signaling were specifically induced in response to bacterial PAMP, flagellin (FLG) recognition, for example, flagellin-sensing 2 (FLS) receptor (Figure 3B). 

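The MAP kinase gene MPK11 (AT1G01560) rose by 1.49 in DP and 1.48 in P, and MPK3 (AT3G45640) rose by 1.31 in P and was not called in DP, at 0.51. The receptor gene SERK4 (AT2G13790) rose by 1.43 in DP (standard error 0.18, adjusted p = 0.000121) and CPK29 (AT1G76040) by 1.74. WRKY33 (AT2G38470) rose by 2.34 in P and 1.70 in DP, and RBOHD (AT5G47910) rose by 1.51 in P and was lower in DP than in P by a change of -1.49. Of 20 measured markers of PTI, 9 rose and 1 fell in P and 8 rose in DP, and in the direct comparison 2 were higher and 6 lower in DP than in P (9, 1, 8, 2 and 6 adjusted over the list alone). Some of these calls rest on M, as against AC MPK3 (0.32) and RBOHD (0.98) were not called in P, nor CPK29 (0.28) and WRKY33 (0.59) in DP. The fall in P was not called when either M array or either P array was left out, and without P replicate 1 the number higher in DP was 1. The names of 16 of these markers came only from the study's lists of changed genes, and no transcript cluster could be assigned to FLS2 alone.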

The FLS mediated signaling was however suppressed in pathogen only infected plants. The defense related genes like *AtFRK1* and *PR* were highly induced in response to DP stress while compared to pathogen infection (Figure 3B). 

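PR1 (AT2G14610) rose from 8.25 ± 0.05 in M to 10.22 ± 0.04 in DP (SD, n = 2 arrays each, log2), a change of 1.97 (standard error 0.21, adjusted p = 2.57e-05), which against AC was 0.93 and not called. In P its change was 0.25, which was not called, and DP exceeded P by 1.72 (standard error 0.21, adjusted p = 0.00016). PR5 (AT1G75040) rose by 2.45 in DP and was not called in P, at 0.76, and DP exceeded P by 1.69. FRK1 (AT2G19190) rose by 1.45 in DP and had 0.76 in P, and the direct difference of 0.69 was not called (standard error 0.15, adjusted p = 0.0099). WRKY40 (AT1G80840) rose in both, by 3.17 in P and 1.62 in DP, and was lower in DP than in P by a change of -1.55. The paper states that FRK1 and PR genes were more strongly induced in DP than by the pathogen alone.

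**Figure D1:**
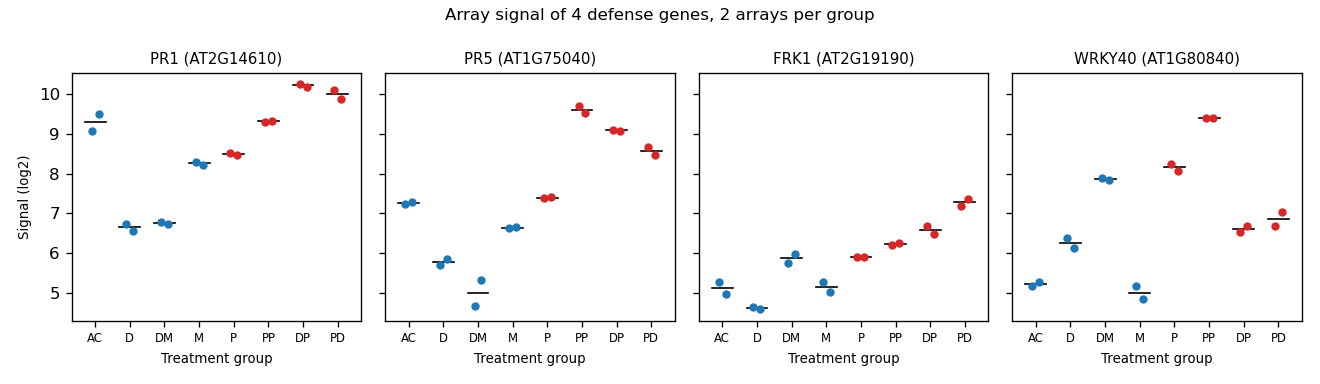
Log2 signal of PR1, PR5, FRK1 and WRKY40 on each array of 8 treatment groups, with points for the 2 arrays of a group, a line at their mean, blue for groups without Pst DC3000 and red for groups with it. PR1 lies at 10.25 and 10.19 in DP, above 8.52 and 8.48 in P.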

ETI related genes however did not show much variation in response to DP stress over pathogen infection. 

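NDR1 (AT3G20600) was called risen in P, had 0.83 in DP and did not differ between them past the threshold (-0.57, standard error 0.20, adjusted p = 0.114). EDS1 (AT3G48090) had 0.94 in P and 0.56 in DP and was called in neither (in P it was called without M replicate 2, at 1.18, and against AC, at 1.34), and RIN4 (AT3G25070) had 0.09 and -0.33. HSP90.1 (AT5G52640) fell in both, with -3.19 in P and -1.58 in DP, and was higher in DP than in P by 1.61. Its level in M was above that in AC by 4.90, and against AC it rose by 1.71 in P and 3.32 in DP. Of 6 measured ETI components, of 14 listed, 1 was higher in DP than in P, and this was HSP90.1 (1 adjusted over the list alone).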

Genes influenced by coronatine, a bacterial virulence factor showed variation in expression pattern. Genes encoding JAZ protein were specifically influenced by different individual and combined stress treatments. 

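JAZ10 (AT5G13220) had a change of 0.00 in DP (standard error 0.25, adjusted p = 0.999) and -0.84 in P (standard error 0.25, adjusted p = 0.0534), and was called in neither. The direct difference of 0.84 between DP and P was not called either (adjusted p = 0.0523), while the interaction, at 1.84, was, though not with AC and D in place of M and DM (0.89). JAZ1 (AT1G19180) rose by 1.43 in P and 1.56 in DP, and JAZ9 (AT1G70700) by 1.23 and 1.12. The rises of JAZ1 were 0.69 and 0.83 against AC and not called. JAZ10 stood higher in M than in AC by 2.84, and against AC it rose by 2.00 in P and 2.84 in DP. No transcript cluster could be assigned to JAZ3 alone.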

*AtJAZ3* and *AtJAZ10* were up-regulated under DP stress, while these were down-regulated under pathogen infection. Apart from PTI, ETI and virulence factor influenced genes, there are certain plant genes which are direct targets of pathogen effectors and contribute to pathogen virulence. These genes were either up-regulated or uninfluenced under drought stress but were mostly down-regulated under pathogen infection (Figure 3B). 

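Of the effector targets with a cluster of their own, HSP70-4 (AT3G12580) fell in P, with a change of -2.32, and was not called in DP, at -0.78, so that DP exceeded P by 1.54 (standard error 0.15, adjusted p = 2.33e-05). In D it rose by 1.48 against AC and had -2.64 against M, and M exceeded AC by 4.12, so that against AC it rose by 1.80 in P and 3.34 in DP. MLO2 (AT1G11310) had 0.39 in P and 0.01 in DP and was not called in either.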

Comparison with DP stress indicated up-regulation of these genes (Figure 3B).

**Figure 3:**
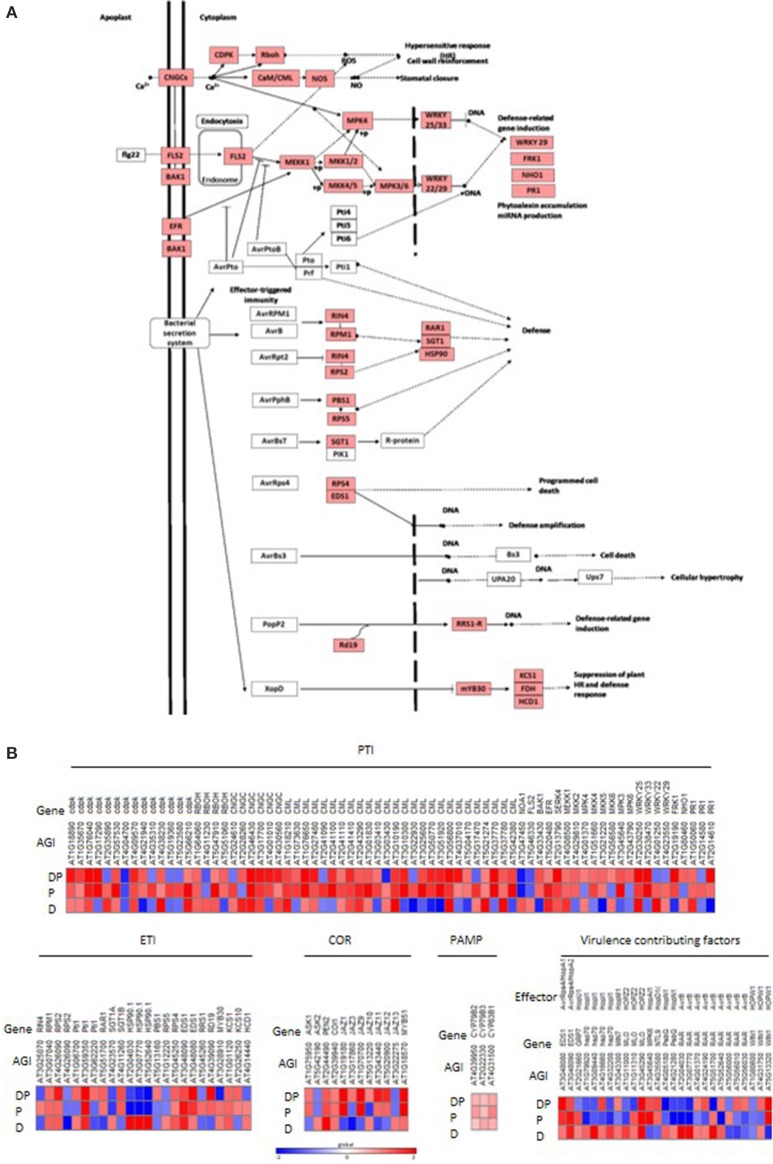
**Modulation in expression pattern of “defense” related transcripts under combined DP stress**. Illustration depicts bacterial PAMP and effector triggered pathways during plant-pathogen interaction (redrawn from KEGG) **(A)**. Heat map represents expression pattern of different genes involved in plant-pathogen interaction **(B)**. Differentially expressed genes were listed out using Affymetrix® Expression Console (EC) and Transcriptome Analysis Console (TAC). DEGs under DP combined stress were associated with PAMP triggered immunity (PTI) and effector triggered immunity (ETI), according to annotation provided by KAAS. Genes influenced by bacterial virulence factor coronatine (COR), PAMP or different bacterial effectors (secreted into the plant cell and contributing to the virulence) were manually curated. Fold change values were used to plot heat map where color bar scale shows the range with red and blue color representing up- and down-regulation respectively. AGI, *A. thaliana* gene IDs provided by TAIR. Gene IDs and gene names with descriptions are provided in Supplementary File S2.

### Priming with host pathogen suppressed some plant defense responses during combined stress

Nitric oxide-associated protein 1 (NOA1) is involved in nitric oxide biosynthesis and is implicated in various abiotic stresses and pathogen triggered susceptibility (PTS) (Asai and Yoshioka, 2008). 

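NOA1 (AT3G47450) had a change of -1.15 in PD against M (standard error 0.14, adjusted p = 4.25e-05), from 7.97 ± 0.08 to 6.82 ± 0.06 (SD, n = 2 arrays each, log2). In DP its change of -0.94 was not called (it was called without DP replicate 2, at -1.03), and PD and PP did not differ past the threshold (-0.55, adjusted p = 0.0154). M exceeded AC by 1.44, and against AC the change in PD was 0.29, which was not called.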

The expression of *AtNOA1* was reduced in PD stress (Supplementary Figure S9A). *AtCYP79B3* gene encoding a tryptophan N-hydroxylase is induced by PAMP (Geng et al., 2012) and is involved in the production of precursor of tryptophan-derived metabolites viz., camalexin and glucosinolates (Hull et al., 2000; Gigolashvili et al., 2007). Expression pattern of this gene was also down-regulated in PD stress (Supplementary Figure S9A). 

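CYP79B3 (AT2G22330) had a change of -1.67 in PD (standard error 0.26, adjusted p = 0.000389) and -0.02 in PP, and was lower in PD than in PP by a change of -1.65 (standard error 0.26, adjusted p = 0.000572). In DP its change was 0.24, which was not called. The level in M was above that in AC by 1.53, and against AC it had -0.14 in PD, which was not called, and rose by 1.52 in PP and 1.77 in DP.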

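The TIR-NBS-LRR gene AT4G19530 had a change of -1.35 in PD (standard error 0.16, adjusted p = 3.06e-05) and the TIR gene AT1G61100 one of -1.24 (standard error 0.13, adjusted p = 1.18e-05). Both also fell in DP, with -1.18 and -1.13, while against AC neither was called in DP (0.02 and -0.95) and AT4G19530 was not called in PD (-0.15). The defensin gene AT2G43550 had -2.05 in PD and -1.55 in PP, the latter -0.69 and not called against AC.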

Expression pattern of defense genes including TIR/TIR-NBS-LRR class or defensin gene was down-regulated in PD combined stress (Supplementary Figure S9A). 

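JAZ10 (AT5G13220) had a change of -1.40 in PD (standard error 0.25, adjusted p = 0.000952), from 6.07 ± 0.15 in M to 4.67 ± 0.11 in PD (SD, n = 2 arrays each, log2). It was also lower in PD than in DP (standard error 0.25, adjusted p = 0.00227), and it was lower in PD than in PP by a change of -1.03 (standard error 0.25, adjusted p = 0.0104). The difference from PP was not called without PP replicate 1 (-1.01), PP replicate 2 (-1.06) or PD replicate 1 (-0.95). Against AC in place of M, JAZ10 rose in PD by 1.44.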

Expression of a gene encoding coronatine target protein JAZ10 was also down-regulated under PD stress (Supplementary Figure S9A). 

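All 6 of the 6 defense genes that the study lists for PD fell in PD against M (6 adjusted over the list alone). They were chosen by the study on these samples, not independent evidence. Of these, 3 were lower in PD than in PP and 3 were higher in DP than in PD in direct comparisons (3 and 3 adjusted over the list alone). The former count was 1 without PP replicate 1 and 1 without PD replicate 1, and 1 after quantile normalization. In the mock control, 4 of them stood higher than in AC (4 adjusted over the list alone), and against AC in place of M 2 of the list fell in PD. In DP 2 of the 6 fell against M and in PP 1 (2 and 1 adjusted over the list alone), and these falls in DP and PP were not called against AC.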

Down-regulation of defense genes in PD transcriptome hints toward suppression of some host defenses upon priming with pathogen in combined stress. Thus, although the transcriptome profiles under DP and PD stress were highly correlated, differential expression of the few genes (like those discussed in this section) could possibly underlie the reason for loss of drought induced tolerance under PD stress.

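The largest differences between DP and PD among singly named genes were those of GASA6 (AT1G74670), higher in DP by 4.63 (standard error 0.20, adjusted p = 2e-08), and of NIT2 (AT3G44300), higher in PD. OSM34 (AT4G11650), which encodes an osmotin-like protein, was lower in DP than in PD by a change of -4.10, and DIN2 (AT3G60140) by -4.03. PGL5 (AT5G24420) and RLP24 (AT2G33020) were higher in DP, by 4.61 and 4.53. The paper reasons that a few genes that differ, within profiles that correlate, may explain why PD plants lost the tolerance that drought had given.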

### Drought induced changes in defense related pathways during combined stress

Our analysis revealed up-regulation of genes involved in proline degradation in response to pathogen stress and up-regulation of *AtP5CS1* and down-regulation of *AtProDH2* under drought stress (Supplementary Figure S9B). 

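P5CS1 (AT2G39800) rose in D by 2.70 (standard error 0.15, adjusted p = 1.5e-06) and had changes of -1.78 in P and -5.36 in PP. ProDH2 (AT5G38710) fell in D and rose by 3.33 in PP, and ProDH1 (AT3G30775) rose by 2.06 in P (standard error 0.21, adjusted p = 4.45e-05). The level of P5CS1 was above AC in M by 2.53, and against AC its change in P was 0.75, which was not called. Nor was its rise in D called against M in place of AC (0.17).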

The observed trend is in line with the involvement of P5C in pathogen defense responses (Qamar et al., 2015) and accumulation of proline under drought stress (Sharma et al., 2011). However, under combined DP stress we observed up-regulation of both proline biosynthesis and proline degradation. This hints toward the maintenance of proline homeostasis under DP stress which seems to be important while sustaining plant growth under stressed condition (Kavi Kishor and Sreenivasulu, 2014).

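P5CS1 (AT2G39800) rose by 1.15 in DP (standard error 0.15, adjusted p = 0.000159) and P5CS2 (AT3G55610) by 1.67, and both were higher in DP than in P, by 2.92 and 2.60. Among the degradation genes, ProDH2 rose (by 0.83 against AC, which was not called), while ProDH1 (AT3G30775) had -0.86 in DP, which was not called (it was called fallen without DP replicate 1, at -1.20), and was lower in DP than in P by a change of -2.92. The ornithine aminotransferase gene OAT (AT5G46180) rose by 1.11 in DP, was not called without DP replicate 2 (0.96) and had -0.03 against AC. Of 7 measured genes of proline metabolism, 6 rose in DP, 3 in P and 1 in D (6, 3 and 1 adjusted over the list alone), and with AC in place of M 3 rose in DP. In P 1 of the list fell, as did 1 in D (1 and 1 adjusted over the list alone), or 2 in P without P replicate 1 and 2 in D without AC replicate 1.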

Likewise, expression profile of polyamine metabolism genes revealed up-regulation of genes involved in polyamine biosynthesis during individual drought and pathogen stresses, but combined stressed plants exhibited up-regulation of both biosynthesis as well as catabolism related genes (Supplementary Figure S9C). 

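The biosynthesis gene ADC2 (AT4G34710) rose by 1.12 in P (0.23 and not called against AC) and 2.31 in DP, and was higher in DP than in P by 1.19 (standard error 0.15, adjusted p = 0.000303). In D, SPDS2 (AT1G70310) rose by 1.46 (against M in place of AC it had -0.53) and ADC2 had -0.24, which was not called. SPDS3 (AT5G53120) rose by 1.76 in DP and 2.06 in PD. The catabolism gene SSAT (AT3G22560) rose by 1.87 in DP and 2.16 in PD, and the amine oxidase gene CuAO1 (AT1G62810) had 0.97 and 0.77 and was called in neither. Of 9 measured polyamine genes, of 19 listed, 3 rose in DP, 2 in PD, 1 in P and 1 in D (3, 2, 1 and 1 adjusted over the list alone). In DP and in PD 1 gene of the list fell in each (1 and 1 adjusted over the list alone). Without AC replicate 1 the number that rose in D was 2.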

Similar observations were made by Hatmi et al. (2014). This points toward the maintenance of polyamine homeostasis under combined stress in order to keep up with the tradeoff between growth and combined stress responses.

The results on expression profile of proline and polyamine metabolism genes thus indicate that the combined stressed plants are preferentially protected against the adverse effects of drought and pathogen induced damages.

## Discussion

Arabidopsis interaction with Pst DC3000 is well studied (Katagiri et al., 2002; Nobuta and Meyers, 2005; Thilmony et al., 2006). Alteration in plant water relations and the modes of physiological responses to reduce the pathogen multiplication in the intracellular spaces has been demonstrated (Freeman and Beattie, 2009; Beattie, 2011). However, the molecular events involved in its interaction in the presence of drought are not known. Importantly, understanding the changes provoked by plants at the interface of simultaneous drought (Osakabe et al., 2014) and pathogen stress is important to know the “net impact” of combined stresses (Ramegowda and Senthil-Kumar, 2015). In this study we showed that the transcriptome profile of *A. thaliana* differs in response to DP and PD combined stresses. 

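The senescence gene SAG12 (AT5G45890) rose from 1.39 ± 0.57 in M to 4.79 ± 0.21 in PD (SD, n = 2 arrays each, log2), rose by 5.06 in PP and was not called in DP (0.15) or P (0.60), although it was called in P without M replicate 2, at 1.01. SAG13 (AT2G29350) rose by 3.27 in PD, and its change of 1.12 in DP was not called without M replicate 1 (1.07), M replicate 2 (1.18) or DP replicate 1 (0.68), while SAG29 (AT5G13170) rose by 2.66 in DP. Of 13 measured genes of senescence and chlorophyll loss, 10 rose in DP, 12 in PD, 10 in PP and 4 in P, and 6 were lower in DP than in PD (10, 12, 10, 4 and 6 adjusted over the list alone). Without M replicate 1 the number in P was 2, and with AC in place of M it was 1 in P and 4 in DP.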

We first illustrated the expression of unique batch of genes to combined stress, apart from common genes' expression that are consistent with either of individual stresses studied here. In the later, importantly, we show that a batch of common genes' expression are “tailored” in response to combined stress and their expression pattern is not seen in either of individual stresses. This indicated that plants likely perceive combined stresses as new form of stress, different from individual stresses. One of the previous studies (Choi et al., 2013) on *Vitis vinifera* interaction with simultaneous drought and *X. fastidiosa*, also showed large number of common genes with differential expression pattern and some genes unique to combined stress, indicating that plant uses best possible existing stress responsive molecular machinery for upcoming new or additional stresses, which is rather an economic strategy.

### DP combined stress imposition reduced *In planta* bacterial multiplication

Our study showed that transcriptome changes in drought stressed plants reduced the subsequent pathogen multiplication in DP (over individual pathogen stress), not in PD plants, indicating the time of occurrence of first stress is important determinant of the combined stress interaction with plants (Supplementary Figures S1B,D). We hypothesized that the reduction in pathogen multiplication could be due to change in water relation status of plant physiologically not supporting the pathogen or/and priming for robust defense. Freeman and Beattie (2009) in support of former notion, indicated that localized cessation of water availability in the pathogen infected plants by restricted vascular flow coupled with stomatal loss can reduce bacterial number. Although this was in respect of Pst DC3000 expressing avrRpm1 that provoke gene-for-gene mediated defense responses, the early induction of the localized water limitation in infected tissues could be attributed to basal and/or PAMP-mediated responses. Nevertheless, in our study delivery of pathogen in water by syringe inoculation and only moderate reduction in RWC values of drought stressed plants at the time of pathogen inoculation suggest that water limitation could not be major reason for reduced number of pathogens at 24 hpt (Supplementary Figure S1C). Even the moderate increase in membrane leakage (Supplementary Figure S1E) that could have released more nutrients from the cell in to the apoplast did not facilitate increased multiplication, indicating the possibility of robust defense in the drought stressed plants (DP). Hence, we attribute the later notion, contribution by cell mounted defense, for the reduction in bacterial number as observed in plants responding to drought stress (Osakabe et al., 2014) in our study. In order to explore the details of plant-pathogen interaction under DP, we divided these plant defense responses into three categories namely, non-specific inducible chemical and structural changes, PTI and ETI-mediated changes. Pathogen counter defenses, including virulence factors and ETS are also considered.

### Differential induction of robust defenses likely lead to reduced bacterial number in DP stressed plants

Under DP stress, the plant's unique responses consisted of genes involved in diterpenoid biosynthesis, ABC transporter and inositol phosphate metabolism pathways that contribute to inducible immune responses like callose deposition, cell wall thickening, phenyl propanoids and other secondary metabolite production. Unique genes expressed under combined stresses were specifically enriched with GO biological process “growth.” GO term “response to stress” was prevalent in both unique as well as common genes. These results implies an impact on growth processes while negotiating with the basal stress responses, under combined interaction of two different stressors. Furthermore, expression pattern of stress related genes under DP stress was consistent with drought only gene expression data which indicate that such defense responses are primed in the DP interaction.

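HAI2 (AT1G07430) rose by 1.89 in D and 2.39 in DP, and AFP3 (AT3G29575) by 2.28 and 2.99. PR5 (AT1G75040) changed in opposite directions, with -1.49 in D (-0.86 and not called against M) beside its rise in DP. Of the clusters called in D, 343 were also called in DP, 186 of them in the same direction. P and DP shared 637 called clusters, 629 in the same direction. These shares are not alike in kind, since P and DP were both compared with M and D with AC, and with D against M, an overlap counted after seeing the data in which all 3 share M, D and DP shared 778 called clusters, 729 in the same direction. With 1 of P and DP against AC, so that they share no control, they had the same direction in 242 of 451 clusters (P against AC) and 218 of 486 (DP against AC). M and AC themselves differ in 4192 clusters, and levels that lie between those of M and AC are given opposite directions by this check. The check is therefore not neutral and does not tell how far P and DP agree. Across all clusters, which are not independent of each other, the changes in D and DP had a Pearson's r of -0.00391 and those in P and DP one of 0.502, while simulated unchanged groups that share the M arrays gave 0.499. The covariance of the P and DP changes was 0.165, against 0.0778 in the simulated groups, which hold only noise within groups. Any way in which the real M arrays stand apart may give part of that difference.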

Apoplast located pathogen is known to inject effector proteins through type-3 secretion system (Katagiri et al., 2002) and secrete virulence factors (Bender et al., 1999), like coronatine into plant cell to favor its multiplication. Coronatine (COR), JA mimic produced by Pst DC3000 is known to promote this pathogen multiplication and chlorosis by suppressing the SA-mediated defense pathways (Melotto et al., 2008). It is likely that DP combined stressed plants did not suppress SA-pathway as suggested by expression of SA signaling related genes (Supplementary Figure S10). 

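PBS3 (AT5G13320), a gene of salicylic acid synthesis, rose by 2.02 in DP and 1.48 in P (in P 0.60 and not called against AC), and ICS1 (AT1G74710) by 1.57 and 1.26. ALD1 (AT2G13810) rose by 1.84 in DP and exceeded P by 1.24, a difference not called without P replicate 2 (1.12) or DP replicate 2 (0.89), while WRKY70 (AT3G56400) was lower in DP than in P by a change of -1.18. Of 22 measured genes of salicylic acid defense, 13 rose in DP and 11 in P, and 7 were higher and 3 lower in DP than in P (13, 11, 7 and 3 adjusted over the list alone). In D 5 of them fell (5 adjusted over the list alone). For 20 of them the name came only from the study's lists of changed genes. The paper proposes that the salicylic acid pathway was not suppressed in DP plants.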

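JR1 (AT3G16470) rose by 2.37 in DP (standard error 0.15, adjusted p = 3.37e-07) and 1.27 in P, and CORI3 (AT4G23600) rose by 1.62 in DP, a rise not called against AC. TPS04 (AT1G61120) exceeded P in DP by 1.64, and LOX4 (AT1G72520) was lower in DP than in P by a change of -1.22. Of 15 measured jasmonate and coronatine genes, 7 rose in DP, 6 in P and 2 in PD (7, 6 and 2 adjusted over the list alone), and 3 were higher and 1 lower in DP than in P (3 and 1 adjusted over the list alone). In PD 3 of them fell (3 adjusted over the list alone), and with AC in place of M 4 rose and 1 fell there.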

Further, JA related gene expression was high in DP (Supplementary Figure S10). These two evidences can be used to speculate that either the DP plants did not facilitate COR synthesis in pathogen (or its delivery in the plants) or the COR could not facilitate suppression of SA pathway genes which could have been overwhelmed by the SA-JA-ABA hormonal signaling primed by drought stress. Since, the virulence of Pst DC3000 is independent of COR, or at the least only has quantitative effect, we looked at the relevance of effector proteins—their cognate plant receptor genes through DP transcriptome.

Contrary to DP observation, HopAM1 effector had been shown to increase the virulence of an otherwise weak pathogen under drought stress in Wassilewskija (Ws-0) accession of *A. thaliana* (Goel et al., 2008). Our DP microarray profile showed only marginal manipulation of ABA responses (Supplementary Figure S10) that are reported in that study that likely lead to suppression of defense responses in Ws plants. 

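The interaction in DP was 5.36 for LTP4 (AT5G59310), 4.18 for TSPO (AT2G47770) and 3.70 for LEA7 (AT1G52690) on the log2 scale, so that Pst DC3000 raised these genes more in droughted than in watered plants. HAI1 (AT5G59220) was higher in DP than in P by 2.58 (standard error 0.22, adjusted p = 8.58e-06), and NCED3 (AT3G14440) rose by 1.79 in DP and 1.22 in P (0.47 and not called in P against AC). Of the genes of abscisic acid and drought responses, 20 were higher and 1 lower in DP than in P, and the interaction in DP was positive for 11 and negative for 4, or 2 without DM replicate 2 (20, 1, 11 and 4 adjusted over the list alone). With AC and D in place of M and DM it was positive for 8 and negative for 1. The paper speaks of the abscisic acid responses that an earlier study reported in Ws-0 plants, and the list used here was not drawn from that study.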

Based on our data, this can be explained by following two ways. First, the Ws-0 is known to have endogenously high and high drought induced ABA levels (North et al., 2007), that suppress several defense responses (Anderson et al., 2004; Fan et al., 2009), compared to Col-0 plants. Second, unlike weak Pma M6CΔE (*P. syringae* pv. maculicola) pathogen strains used in that study, HopAM1 is disposable in Pst DC3000 and virulence was not changed in HopAM1 mutant pathogens. Hence, HopAM1 less likely played a role in combined stress in Col-0. Nevertheless, our observations does not dispel the notion that the diverse effectors produced by Pst DC3000 could exploit the host machinery under drought and favor high infection of a weak pathogen. It is logical to infer that less virulent pathogens could have increased pathogenesis (Kazan and Lyons, 2014), especially in PD like combined stresses. Contrary to the DP, high bacterial multiplication in the PD combined stressed plants indicate that the established pathogen infection before drought stress possibly suppress the plant defense responses.

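CBP60G (AT5G26920) rose by 3.53 in PP and 1.41 in PD, and the interaction in PD was -3.20 (standard error 0.23, adjusted p = 1.19e-06). WRKY40 (AT1G80840) had an interaction of -5.40 in PD, and ERF104 (AT5G61600) one of -4.26. PR1 rose by 1.06 in PP and 1.75 in PD, and its interaction was positive, at 2.19, while against AC its rises were 0.03 and 0.71 and not called. Of the genes of salicylic acid defense, 21 rose in PP and 11 in PD, and 16 were lower in PD than in PP (21, 11 and 16 adjusted over the list alone). 11 of the PTI markers were lower in PD than in PP and 1 was higher (11 and 1 adjusted over the list alone), the latter not called without PD replicate 2. Most names in both lists came only from the study's lists of changed genes, those of PP and PD included. These counts therefore lean toward genes the study had called, and they are not shares of all genes of salicylic acid defense or PTI. The paper proposes that infection before drought suppresses defense responses in PD.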

Further, one of the study on *Verticillium* interaction with *A. thaliana* showed that this pathogen infection enhances drought tolerance (Reusche et al., 2012). Both in DP and PD, we did not find physiological evidences to suggest alteration in the drought specific effects. However, we have observed several changes in the genes attributed to be involved in drought tolerance under stress combination. At this point, we do not have evidences to comment on its impact on either the “net combined stress effect” or the drought-like effect in the combined stressed plants.

## Conclusions

In this manuscript we not only profiled the entire transcriptome changes in combined stressed plants and dissected the unique and shared responses, but also provided brief explanation for the reduced pathogen multiplication, as observed in other plant species, based on the changes in gene regulation. It is likely that both the priming of basal defenses and modulation due to interaction of drought specific and pathogen derived responses in DP plants contributed for this reduction. We also infer that the timing of drought stress decides the outcome of plant interaction with the pathogen infection. Further systematic functional validation studies are needed to elucidate the specific genes involved in the response of DP and PD combined stressed plants.

## Author contributions

MS conceived the idea. MS and AG designed the study. AG performed the experiments. AG analyzed the data with the input from AS. MS and AG wrote the manuscript. AS, AG, and MS critically read the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 1

**Supplementary table 1.** Summary of shortlisted genes and primer sequences used in RT-qPCR based validation of microarray data.

| **Gene** | **Oligo name** | **Oligo sequence (5' to 3')** | **Length (bases)** | **Product length (bp)** |
| --- | --- | --- | --- | --- |
| AT3G03341 | UK1-FP | CAAACATTTCATCGGCTTGA | 20 | 107 |
|  | UK1-RP | ACGTCGGTCCTACCACTTTG | 20 |  |
| AT5G01520 | C3HC4-FP | ATGGAGGGATCACCGATGTA | 20 | 103 |
|  | C3HC4-RP | TCGATCTCCGACATCTTTCC | 20 |  |
| AT2G33580 | LYSM-FP | CTTCTTGCCGCTCATACCTC | 20 | 117 |
|  | LYSM-RP | TGGGGAGGTTGTTGATTGAT | 20 |  |
| AT1G07900 | LOBD-FP | TGGAGCCAGCAACATCATTA | 20 | 126 |
|  | LOBD-RP | GCACCTGCACATCCATACAC | 20 |  |
| AT2G18660 | PNPA-FP | GTGACGCTTTTCGGGTTATC | 20 | 195 |
|  | PNPA-RP | CGAATCGAAGCGGATCTAAC | 20 |  |
| AT4G22960 | UK2-FP | GGCCTTGGCATTATCTGAAA | 20 | 148 |
|  | UK2-RP | GGTGGTAGCACAACCAGCTT | 20 |  |
| AT3G25020 | RLP42-FP | GCAACCTAAATCGTCCTTCG | 20 | 166 |
|  | RLP42-RP | CCCATACCCTATTGCCACTG | 20 |  |
| AT1G21460 | SWEET1-FP | CACAGGAGCAGTGATCGAAA | 20 | 116 |
|  | SWEET1-RP | CTGTTGCGAATACAGCCAAA | 20 |  |
| AT5G55460 | NHX3-FP | AACTCCTCCAAGCCGCTAAT | 20 | 197 |
|  | NHX3-RP | TTGCAGGACAAGTTCGAGTG | 20 |  |
| AT3G15350.1 | CORE2.1-FP | GGAACAGAGAGACACACACAAGA | 23 |  |
|  | CORE2.1-RP | TCAAGAACACGGGACACTCC | 20 |  |
| AT5G42570 | BCRA31-FP | CGAACAATGATCCACCTCCT | 20 | 140 |
|  | BCRA31-RP | CGGTGGTTCCTATGGTTTTG | 20 |  |
| AT1G17940 | BRO1-FP | TTCTGTGAAAAATGGGATGCT | 21 | 85 |
|  | BRO1-RP | GAAACCTCACCGATGCTTGT | 20 |  |
| AT4G04220 | RLP46-FP | TCCTGGATATGCGTTTGTGA | 20 | 149 |
|  | RLP46-RP | TCAACGTACCGCCAATAACA | 20 |  |
| AT4G11910 | SG2-FP | TCCCGGAGTACAACAAGGTC | 20 | 127 |
|  | SG2-RP | TTGCACTCATCAGGACAAGG | 20 |  |
| AT3G14590 | NTMC.1-FP | CTTGAATCGATCACACGCGG | 20 | 73 |
|  | NTMC.1-RP | AGAGAAGGAACAACACACCAGG | 22 |  |
| AT1G53887 | RAP2-FP | CGGCGATTCTTGAGGGTGTA | 20 | 178 |
|  | RAP2-RP | ACCATCGTACTCGCTTCATCT | 21 |  |
| AT1G53430 | LRR1-FP | TCGACCGAGAAAGTTGTGTAT | 21 | 99 |
|  | LRR1-RP | TGTTTGAACTTCATCTTCAGGCAA | 24 |  |
| AT4G01540 | NTM1-FP | TAGCAGCGATAGTGGCAGTG | 20 | 119 |
|  | NTM1-RP | CTGTGCTTGAGCAACTTGACA | 21 |  |
| AT1G33480 | ATL58-FP | GATGGCCATGAGCAGCAATG | 20 | 159 |
|  | ATL58-RP | AGCAGCAAGCTTTACGGGAT | 20 |  |
| AT5G23210 | SCPL1-FP | TGGTTACCACCCAGTGAGACT | 21 | 115 |
|  | SCPL1-RP | TCGAATTTGTGGAAATTGTGAA | 22 |  |
| AT3G18780 | *AtACTIN2*-F | ATTCTTGCTTCCCTCAGCAC | 20 | 128 |
|  | *AtACTIN2*-R | CCCCAGCTTTTTAAGCCTTT | 20 |  |

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 2

**Supplementary table 2.** Relative enrichment of differentially expressed genes in combined stressed plants (DP) with the individual stress treatment.

| **GO Term** | **Relative enrichment** | |
| --- | --- | --- |
|  | **Unique** | **shared** |
| immune system process | 0.35 | 0.11 |
| metabolic process | 0.75 | 0.77 |
| cellular process | 0.72 | 0.70 |
| signaling | 0.60 | 0.27 |
| multicellular organismal process | 0.74 | 0.00 |
| developmental process | 0.73 | 0.59 |
| growth | 0.61 | 0.00 |
| single-organism process | 0.67 | 0.60 |
| response to stress | 0.58 | 0.43 |
| localization | 0.61 | 0.40 |
| multi-organism process | 0.52 | 0.26 |
| biological regulation | 0.74 | 0.51 |
| cellular component organization or biogenesis | 0.62 | 0.41 |

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 3

**Supplementary table 3.** Relative enrichment of differentially expressed genes in combined stressed plants (PD) with the individual stress treatment.

| GO Term | Relative enrichment | |
| --- | --- | --- |
|  | Unique | Common |
| immune system process | 0.47 | 0.15 |
| metabolic process | 0.77 | 0.80 |
| cellular process | 0.75 | 0.75 |
| reproductive process | 0.70 | 0.00 |
| signaling | 0.62 | 0.31 |
| multicellular organismal process | 0.64 | 0.63 |
| developmental process | 0.69 | 0.59 |
| growth | 0.60 | 0.00 |
| single-organism process | 0.74 | 0.64 |
| rhythmic process | 0.28 | 0.00 |
| response to stimulus | 0.64 | 0.47 |
| localization | 0.66 | 0.42 |
| multi-organism process | 0.66 | 0.33 |
| biological regulation | 0.74 | 0.57 |
| cellular component organization or biogenesis | 0.61 | 0.49 |

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 4

**Supplementary table 4.** List of pathways mapped uniquely to the DEGs under combined DP stress.

| **Pathway** | **Genes involved** | **Fold change** |
| --- | --- | --- |
| Inositol phosphate metabolism | AT4G39800 (myo-inositol-1-phosphatesynthase1) | -2.427 |
|  | AT3G55940 (phosphoinositide phospholipaseC7) | 2.100 |
| Thiamine metabolism | AT4G15560 (DXS) | -2.272 |
| Folate biosynthesis | AT1G11860 (aminomethyl transferase) | -2.576 |
| Diterpenoid biosynthesis | AT1G61120 (TPS04) | 2.299 |
| ABC transporter | AT3G17820 (glutamine synthetase cytosolic isozyme1-3) | 2.610 |

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 5

**Supplementary table 5.** List of pathways mapped uniquely to the DEGs under combined DP stress.

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 6

## Slide 1

Supplementary figure.1
A)
B)
C)
E)
D)
### Chart
| Category | 0 hpt | 24 hpt |
|---|---|---|
| P | 2.481499878197121 | 6.744026411542571 |
| DP | 2.658576049818999 | 5.9741326064124785 |
| PP | 2.4506525351209567 | 8.589705281361496 |
| PD | 2.148625708805531 | 8.5489895559221 |Bacterial multiplication (Log10CFU/cm2)
Treatments
### Chart
| Category | EC |
|---|---|
| AC | 18.91005900245253 |
| D | 26.588106172244913 |
| P | 22.63203572491973 |
| D+P | 38.081595172504265 |
| PP | 34.194277699400494 |
| P+D | 33.98947293477141 |Membrane leakage (%)
Treatments
AC
D
P
DP
PP
PD
c
c
c
c
b
a
a
Relative water content (%)
Treatments
### Chart
| Category | RWC |
|---|---|
| M | 92.56563333559882 |
| D | 56.14655944674 |
| P | 84.660024328983 |
| DP | 55.308964389356 |
| PP | 71.23378127559384 |
| PD | 46.549810659324294 |a
a
b
bc
bc
bc
c
a
b

## Slide 2

Supplementary figure S1. Protocol for combined drought and pathogen stress imposition in A. thaliana. Overview of experimental setup for combined stress treatments (A). A. thaliana plants (32-d-old) were subjected to individual and combined stress treatments and samples for microarray experiment and physiological assays were collected from 38-d-old plants. In case of combined stress treatment involving drought stress followed by pathogen (DP), drought stress was imposed on 32-d-old plants and when pots (with plants) reached 40% field capacity (FC, soil moisture status) on 37th d, Pst DC3000 was inoculated at 5 X 103 CFU/mL concentration. The effective combined stress was imposed for one day (i). Pathogen was infiltrated in plants maintained at 100% FC throughout the experiment (P; individual stress control) (ii). In second type of combined stress treatment, pathogen was infiltrated into 32-d-old plants and on the same day irrigation was stopped till the pot mix gradually attains 40% FC (on 37th d) (iii). As individual pathogen control, for PD combined stress treatment, pathogen was infiltrated into 32-d-old plants (maintained at 100% FC throughout; PP) (iv). In PD and PP, the disease progression/pathogen multiplication was observed for 5 d. Later, the combined stress imposition was assessed (B, C, D, E). Photograph displays disease phenotype in stressed plants with two to three replicates (B). Graph shows relative water content (RWC) in leaves from plants under different stress treatments (C). Graph shows in planta bacterial multiplication numbers in plants infiltrated with pathogen viz., P, DP, PP, and PD (D). Further, membrane leakage (%) in leaves under different stress conditions is represented in the graph (E). Physiological observations were made in three independent experiments with reproducible results. Individual stressed plants are comparable with absolute or mock control and combined stressed plants with respective individual stresses. Results obtained from one experiment are presented where data is averaged from 6 biological replicates with error bars showing standard error of mean. Significance was calculated using one-way ANOVA. Different letters denote significance at p<0.05 (Tukey’s multiple comparison test).

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 7

## Slide 1

Supplementary figure.2
A)
A. thaliana (38-d-old)
Control;
AC, M
Treatment; D, P, PP, DP, PD, DM
1
2
1
2
Biological replicates
One leaf each from three different plants was pooled
One leaf each from three different plants was pooled
RNA extraction, cDNA preparation, dye labeling (Affymetrix WT Gene 1.0 ST)
Hybridization,
washing,
staining,
scanning
Data processing and identification of differentially expressed genes
.CEL files
Fold change in expression was calculated over control and significance was calculated using unpaired t-test between control and treatment (threshold set at Fold change >2; p-value< 0.05)
Intensity values were averaged for two replicates
(Genespring)
Compared DEGs’ list between different treatments by Venn diagram
GO (Genespring, TAIR) and pathway analysis (KAAS, MAPMAN)
Loaded onto cartridge
GeneChip® Gene 1.0 ST
B)
| P 1 | P 2 | PP 1 | PP 2 | PD 1 | PD 2 | DP 1 | DP 2 | D 1 | D 2 | DM 1 | DM 2 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

## Slide 2

Supplementary figure S2. Protocol for microarray experiment and data analysis. A brief protocol followed in microarray experiment is depicted here (A). Hierarchical clustering based on expression values of the transcripts in different samples viz., control (cn), mock (M), mock infiltrated drought stressed (DM), drought (D), pathogen (P), prolonged pathogen (PP) and combined stressed DP and PD is presented (B). All the samples were categorized into treatments and control groups. Hierarchical clustering among different treatments was carried out using Affymetrix® Expression Console (EC) and Transcriptome Analysis Console (TAC).

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 8

## Slide 1

Supplementary figure. 3
A)
D)
DP
D
B)
P
PD
E)
C)
PP

## Slide 2

Supplementary figure S3. Expression profile of highly expressed genes in individual and combined stressed leaves. Statistically significant DEGs were identified using unpaired t-test (p<0.05), in each stress treatment over respective controls (Supplementary Figure 1). DEGs were ranked according to their fold change. Expression profile of 25 topmost up- and down-regulated DEGs from total transcriptome under drought (A) pathogen (B) prolonged pathogen (C) combined drought followed by pathogen (D) and combined pathogen followed by drought stress treatments (E) is shown here. Fold change values (over mock control) were used to plot heat map where color bar in red and blue represents up- and down-regulated genes respectively. D, drought; P, pathogen; PP, prolonged pathogen; DP, combined drought followed by pathogen; PD, combined pathogen followed by drought. Gene names and descriptions for the gene IDs presented in the figure are provided in Supplementary File 2.

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 9

## Slide 1

Supplementary figure. 4
### Chart
| Category | DP |
|---|---|
| cellular processes | 17.5 |
| metabolic processes | 18.75 |
| response to stress | 40.0 |
| deveopmental processes | 5.0 |
| cell organization and biogenesis | 2.5 |
| transcription | 0.0 |
| protein metabolism | 1.25 |
| transport | 3.125 |
| signal transduction | 0.625000000000001 |
| electron transport/ energy pathways | 0.625000000000001 |
| others | 10.625 |D)
### Chart
| Category | D ALL |
|---|---|
| cellular processes | 21.384 |
| metabolic processes | 15.094000000000001 |
| response to stress | 27.673000000000005 |
| deveopmental processes | 8.176 |
| cell organization and biogenesis | 2.5159999999999987 |
| transcription | 6.289 |
| protein metabolism | 3.774 |
| transport | 1.258 |
| signal transduction | 5.031 |
| electron transport/ energy pathways | 1.887 |
| others | 6.918 |A)
### Chart
| Category | PD |
|---|---|
| cellular processes | 20.395 |
| metabolic processes | 20.395 |
| response to stress | 20.395000000000003 |
| deveopmental processes | 4.604999999999993 |
| cell organization and biogenesis | 0.6580000000000011 |
| transcription | 2.6319999999999997 |
| protein metabolism | 5.2629999999999955 |
| transport | 6.579 |
| signal transduction | 3.289 |
| electron transport/ energy pathways | 1.316 |
| others | 14.474 |
### Chart
| Category | P |
|---|---|
| cellular processes | 22.541 |
| metabolic processes | 15.984 |
| response to stress | 36.885000000000005 |
| deveopmental processes | 3.279 |
| cell organization and biogenesis | 0.4100000000000003 |
| transcription | 5.327999999999991 |
| protein metabolism | 2.4589999999999987 |
| transport | 0.0 |
| signal transduction | 4.918 |
| electron transport/ energy pathways | 0.0 |
| others | 8.197000000000001 |E)
B)
### Chart
| Category | PP |
|---|---|
| cellular processes | 20.941999999999986 |
| metabolic processes | 17.800999999999988 |
| response to stress | 36.12600000000001 |
| deveopmental processes | 0.524 |
| cell organization and biogenesis | 1.0469999999999982 |
| transcription | 4.712 |
| protein metabolism | 3.665 |
| transport | 4.187999999999993 |
| signal transduction | 2.618 |
| electron transport/ energy pathways | 0.524 |
| others | 7.8539999999999965 |
C)

## Slide 2

Supplementary figure S4. Functional categorization of top 25 transcripts expressed in individual and combined stressed leaves. Gene ontology (GO) biological processes (TAIR) for top 25 genes (Supplementary Figure 3) expressed under D (A) P (B) PP (C) DP (D) and PD stress treatments (E) are shown here.

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 10

## Slide 1

Supplementary figure 5
DP
PD
A)
B)
Unique DP
Unique PD

## Slide 2

Supplementary figure S5. Comparison of unique transcriptome responses displayed under DP and PD combined stress conditions. Unique DEGs under DP and PD combined stress were listed out and compared to highlight the probable genes involved in plant responses towards general combined stress. Venn intersection represents unique DEGs each under DP and PD combined stress (A). Expression profile shows genes common to both ‘unique’ DP and PD combined stress which may be involved in general combined stress responses (B). Fold change values (over mock control) were used to plot heat map where color bar in red and blue represents up- and down-regulated genes respectively.

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 11

## Slide 1

Supplementary figure 6
A)
B)
### Chart
| Category | DP Up | DP Down |
|---|---|---|
| cellular process | 17.81 | 18.22 |
| metabolic process | 17.36 | 17.95 |
| Reproductive process | 0.0 | 1.44 |
| cellular component organization or biogenesis | 2.8 | 7.9 |
| protein sorting | 7.23 | 3.77 |
| immune system process | 3.8 | None |
| regulation of cellular growth | 17.0 | 18.86 |
| regulation of circadian rythm | 0.0 | 0.0 |
| response to stress | 14.38 | 8.71 |
| signaling | 5.24 | 0.0 |
| tissue/organ developmental process | 0.54 | 13.91 |
| unknown biologicalprocess | 7.41 | 9.25 |
| others | 6.42 | 0.0 |
### Chart
| Category | PD Up | PD down |
|---|---|---|
| cellular process | 18.61000000000003 | 16.86 |
| metabolic process | 18.09 | 17.34 |
| reproductive process | 0.19 | 3.03 |
| cellular component organization/biogenesis | 2.4 | 7.8599999999999985 |
| protein sorting | 6.42 | 5.35 |
| immune system process | 2.27 | 1.37 |
| regulation of cellular growth | 16.93 | 16.670000000000005 |
| regulation of circadian rythm | 0.0 | 0.6200000000000012 |
| response to stress | 14.07 | 8.200000000000001 |
| signaling | 4.73 | 0.4300000000000004 |
| tissue/organ developmental process | 1.8800000000000001 | 12.129999999999999 |
| unknown biologicalprocess | 10.050000000000002 | 8.81 |
| others | 4.35 | 1.33 |
unknown biological process
### Chart
| Category | DP DOWN | DP UP |
|---|---|---|
| transporter activity | 5.631 | 7.383 |
| DNA or RNA binding | 6.3139999999999965 | 3.7246 |
| transcription factor activity | 1.536 | 2.181 |
| nucleotide binding | 8.02 | 6.544 |
| protein binding | 7.338 | 7.383 |
| transferase activity | 10.58 | 12.248 |
| kinase activity | 4.069 | 6.879 |
| structural molecule activity | 0.683 | 0.33600000000000074 |
| receptor binding/activity | 0.3410000000000001 | 0.503 |
| hydrolase activity | 9.727 | 10.403 |
| other enzyme actiity | 14.846 | 12.081 |
| other binding | 20.819 | 22.148 |
| unknown molecular functions | 10.068 | 7.8859999999999975 |
### Chart
| Category | PD DOWN | PD UP |
|---|---|---|
| transporter activity | 7.155999999999991 | 6.374 |
| DNA or RNA binding | 7.1569999999999965 | 9.404000000000003 |
| transcription factor activity | 1.145 | 4.702 |
| nucleotide binding | 6.775 | 5.8519999999999985 |
| protein binding | 7.538 | 8.15 |
| transferase activity | 14.885000000000018 | 11.494 |
| kinase activity | 5.916 | 7.314999999999991 |
| structural molecule activity | 2.29 | 0.522 |
| receptor binding/activity | 0.2860000000000003 | 0.7310000000000006 |
| hydrolase activity | 9.351000000000003 | 9.741 |
| other enzyme actiity | 10.592000000000002 | 9.3 |
| other binding | 19.847 | 19.122 |
| unknown molecular functions | 7.0609999999999955 | 9.091000000000001 |
C)
D)

## Slide 2

Supplementary figure S6. Functional categorization of transcripts uniquely expressed in DP/PD combined stressed plants. DEGs from total transcriptome under combined stress and individual stress were compared and unique DEGs under combined stress were identified. Unique DEGs were further classified as up- or down-regulated and were distributed among gene ontology (GO) biological processes (Agilent GeneSpring GX12.1.6) in DP (A) and PD (B) combined stressed plants. GO molecular function based categorization (TAIR GO) is presented for DEGs unique to combined DP stress (C) and PD stress (D). Outer and inner ring exhibits up and down-regulated features respectively.

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 12

## Slide 1

Supplementary figure. 7
A)
B)
C)
-1.5 1.5
0.5 1.5
D
P
0.5 1.5
PD
DP
PD
DP
Supplementary figure S7. RT-qPCR validation of microarray data from DP combined stressed plants. Highly expressed 20 unique genes under DP combined stress were short-listed and corresponding transcript accumulation under individual and combined DP/PD stress treatment was quantified by RT-qPCR. Fold change in expression levels relative to the control samples were normalized to AtACTIN2 gene expression. Each experiment was carried out with three biological and two technical replicates. Heat map represents the fold change values in gene expression obtained from RT-qPCR analysis under individual (A) and combined stress treatments (B). Fold change values in gene expression obtained from microarray analysis under combined stress treatments are represented as heat map (C). Color bar in red and blue represents up- and down-regulated genes respectively. Gene names and descriptions for the gene IDs presented in the figure are provided in Supplementary File2.

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 13

## Slide 1

Supplementary figure. 9
PD
AtNOA1 AT3G47450
AtCYP79B3 AT2G22330
TIR class AT1G61100
TIR-NBS-LRR AT4G19530
Defensin like AT2G43550
AtJAZ10 AT5G13220
A)
B)
D
P
PP
DP
PD
D
P
DP
PD
C)
Supplementary figure S9. Transcript expression data for defense pathways under individual and combined stress. Expression pattern of ‘defense’ related transcripts under combined PD stress is presented (A). Differentially expressed genes were mapped to defense category as per annotations provided by KAAS and literature. Represented genes are influenced by bacterial virulence factor coronatine (COR), PAMP or different bacterial effectors (secreted into the plant cell and contributing to the virulence). Expression pattern of genes involved in proline (B) and polyamine (C) metabolic pathways are shown here. DEGs (fold change greater than 2 fold, unpaired t-test p value <0.05) under individual and combined stresses were mapped on proline and polyamine metabolic pathways. Fold change values in gene expression (over respective controls) were used to plot heat maps where color bar in red and blue represents up- and down-regulated genes respectively.

# Supplementary material for: Global Transcriptional Analysis Reveals Unique and Shared Responses in Arabidopsis thaliana Exposed to Combined Drought and Pathogen Stress
**Source:** Front Plant Sci. 2016 May 24;7:686. doi: 10.3389/fpls.2016.00686
**Supplement:** Supplementary file 15

## Slide 1

Supplementary figure. 10
A)
ET
JA
SA
ABA
AUX
GA
BR
B)
SA
ABA
ET
JA
AUX
GA
BR
CK

## Slide 2

Supplementary figure S10. Transcriptome profile of genes related to hormone in DP/PD combined stressed plants. Total DEGs (fold change cut off >2, unpaired t-test p-value < 0.05) under combined DP (A) and PD (B) stress were mapped to phytohormone biosynthesis, signaling and catabolism related processes (KAAS and MAPMAN). Fold change values in gene expression (over mock control) were used to plot heat maps where color bar in red and blue represents up- and down-regulated genes respectively. ABA, abscisic acid; SA, salicylic acid; JA, jasmonic acid; ET, ethylene; BR, brassinosteroid; AUX, auxin; GA, gibberellic acid.

How the deposited data were processed for this re-analysis (not part of the article)

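The 22 arrays cover 11 groups of 2 biological replicates, each a pool of leaves of Arabidopsis plants under drought, infection with Pst DC3000, both stresses in either order, an infection with a nonhost strain with and without drought, a re-watering before infection, or a control treatment. The authors scanned whole-transcript arrays and normalized them by RMA, which corrects the background, normalizes between arrays and summarizes probes, and the deposited values are its log2 signals per transcript cluster, not centered per gene. The paper's methods name GeneSpring for this step and the submitters' notes name Expression Console. The deposited values were used as they are. Array medians ran from 3.13 to 3.35, and the SD over clusters of the difference between a group's 2 arrays ran from 0.487 to 0.638 on the log2 scale. With 2 arrays per group, the number of arrays limits the precision.

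limma 3.58.1 in R 4.3.3 fitted 1 mean per group over all 22 arrays without covariates, with moderated variances (prior degrees of freedom 2.53, residual degrees of freedom 11). A transcript cluster was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 change of at least 1, which is a fold minimum of 2. D was compared with AC and the infiltrated groups with M, and direct comparisons and interactions were contrasts of the same fit. Overlaps are counts over these calls. Arrays were clustered by 1 minus Pearson's r with average linkage over the 8 groups of the paper. The branch counts that describe the trees and the total over the gene lists were defined after the data were seen. Python 3.11.15 joined the annotation and drew the figure.

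The call was tested on simulated data: normal noise with each cluster's SD within groups around its mean, with changes added to clusters drawn at random, 1000 in total over 5 draws. Far fewer clusters were changed per draw than were called in the data. That makes the adjusted threshold stricter, so the percentages of changed genes called need not hold for the data. For DP against M, 25.2% of genes changed by 1 on the log2 scale were called, 64.4% of those changed by 1.5, 82.8% by 2 and 88% by 3, and 4.12% of the calls fell on unchanged genes. For the interaction in DP these percentages were 5.6, 34.4, 54.4 and 68.8, and 5.99% of its calls fell on unchanged genes, which is above the nominal 5%. A first bound on the calls at a change of 3 was missed, and the bounds of this test were set anew after that outcome was seen. Noise of the same kind without any change, drawn 20 times, gave the correlations and covariances that unchanged groups with shared M arrays would show.

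Names came from the array's annotation where it gives 1 gene for a transcript cluster (16722 clusters), and otherwise from the study's supplementary sheets, which list only clusters the study called (1447 clusters). The other clusters have no single name. Where a locus had several clusters, the cluster of highest mean value over all arrays was used in the lists and for the genes that the paper names. CWLP, the only gene named in the text with several clusters, is given with both. The text names, by a rule set before the data were examined, the 10 largest rises and falls per comparison among called genes whose 2 treated arrays lie on the same side of both control arrays and whose cluster has 1 gene name, the members of fixed gene lists, and the genes that the paper names, whose values in its tables had been seen. The fixed lists hold genes of abscisic acid and drought responses, salicylic acid defense, PTI markers, ETI components, jasmonate and coronatine, photosynthesis, heat shock, cell wall growth, aquaporins, proline, polyamines, anthocyanins, glucosinolates, senescence and chlorophyll loss, the circadian clock, and markers of guard cells, vascular tissue and epidermis. A pair of further lists, the RT-qPCR genes and the defense genes listed for PD, were chosen by the study on these samples, not independent evidence.

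Alternatives were the methods' t-test with and without a Benjamini-Hochberg adjustment, no fold minimum, a block for the replicate number, quantile normalization on top, dim probes left out (25% of clusters), a fit to the arrays of the comparison alone, other controls, other clustering settings, and each array left out in turn. Other settings were added after the data were seen: AC in place of M, AC and D in place of M and DM, fits without the M arrays, and only clusters with 1 gene name. The annotation terms and pathway maps of the study, its RT-qPCR, and its counts of bacteria were not analysed here. The study's supplementary sheets hold 1645 transcripts for PP and 833 for DP, where the text gives 1647 and 834, and were used as they are. The paper's counts of shared and tailored genes by heat-map pattern, and its counts within the stress category, are other measures than those computed here and were not used here.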

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

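Of the tests below, those of water infiltration, of handling, of the M arrays' level, of drought during infection, of the days with the pathogen as recorded and of bacteria in droughted leaves were chosen only after the result was seen, and so were the list counts given for the clock genes, the PTI markers, and the abscisic acid and heat-shock genes in PD, as well as AC and D in place of M and DM.

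The pathogen response differed between droughted and watered plants, by a test of the difference itself, in 3231 transcript clusters for DP, 1923 for PD and 2602 for DNH, the nonhost strain in droughted plants. For PD the control DM was not matched in time of infiltration, so that count may hold an effect of this time. By the same interaction test, 11 of 34 abscisic acid and drought genes were positive in DP and 17 in PD, 14 of 22 salicylic acid genes and 11 of 20 PTI markers were negative in PD, 7 of 10 clock genes were negative in DP, 11 of 13 anthocyanin genes were negative in PD, and 12 of 14 heat-shock genes were positive in each of DP and PD. Adjusted over the list alone these counts were 11, 19, 15, 12, 7, 11, 12 and 12. The names of 7 heat-shock, 8 anthocyanin and 9 clock genes came only from the study's lists of changed genes, as did most names in the abscisic acid, salicylic acid and PTI lists. With AC and D in place of M and DM, 718 of these clusters in DP, 938 in PD and 829 in DNH were called in the same direction and 95, 95 and 109 in the opposite one, and the list counts were 8, 21, 9, 11, 0, 10, 5 and 8 (10, 21, 9, 11, 0, 11, 5 and 9 adjusted over the list alone), where the 0 clock genes by limma were also 0 at an unadjusted p under 0.05 and 0 by a t-test on the 8 arrays. The interaction adds the level of M, in which 12 of 14 heat-shock genes rose and 7 of 10 clock genes fell against AC, so the heat-shock and clock counts are not a measure of the pathogen response alone.

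The interactions also had counts in the other direction or group: 4 abscisic acid and drought genes were negative in DP, 6 salicylic acid genes were positive and 4 negative in DP and 1 positive in PD, 9 PTI markers were negative and 2 positive in DP, 1 clock gene was positive in DP and 5 in PD, and 4 anthocyanin genes were negative in DP. Adjusted over the list alone these were 4, 6, 5, 1, 10, 2, 1, 5 and 4, and with AC and D in place of M and DM 1, 9, 1, 2, 6, 4, 1, 7 and 4.

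Signals appeared in data that the paper does not analyse. By limma against M, 1430 clusters changed in NH, 3373 in DNH and 697 in DRP (droughted plants re-watered before infection), and 4192 differed between the controls M and AC. With AC in place of M, chosen after the result was seen, 2501 changed in NH, 3572 in DNH and 2983 in DRP, and 277, 1272 and 230 changed in the same direction against both controls. The count in DRP was 454 without M replicate 1 and 463 without DRP replicate 1.

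Heat-shock genes stood high in the M arrays: their median log2 mean was 7.08 in M, 3.23 in AC and at most 6.46 in any other group, and 12 of 14 rose in M against AC (12 adjusted over the list alone). Such rises were not particular to M: against AC, a comparison chosen after seeing the data, 12 also rose in DRP and 8 in DNH, and 0 fell in either. A single deviating M array is argued against by a median difference of 0.06 between the M arrays beside a change of 2.94, and scaling by 12 genes that still rose after quantile normalization. Water infiltration is argued against, in droughted plants only, by 0 genes that rose in DM against D by limma (0 at an unadjusted p under 0.05 and 0 by the methods' t-test). That comparison cannot exclude an effect of infiltration that occurs only in watered plants. M had the highest of 11 group means for 10 of the 14 genes, and handling or harvest time of the M plants cannot be told apart from the treatment, since the sample records give neither. Of 10 clock genes, 7 fell and 1 rose in M against AC (7 and 1 adjusted over the list alone), but M was the highest or lowest group for 1 of them, so these genes do not set M apart. No biological explanation was tested, and what raised these genes in M remains open.

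Anthocyanin genes were high in PP and not in PD: 11 of 13 rose in PP (11 adjusted over the list alone) and 1 in PD (1). Against a single deviating PP array stands a median difference of 0.15 between the PP arrays beside a change of 4.77, against the M level 11 genes lower in PD than in PP, and against scaling 11 genes still negative in the interaction after quantile normalization. A shorter time with the pathogen in PD than in PP is at odds with the paper's protocol, which gives 6 days in both, and with the paper's bacterial counts, which in PD are like those in PP and far above those in P and DP, and the 1 day in the labels of PD stands beside the drought at 40% of field capacity. In a test of the arrays for it, of 507 genes called both in PP against P and in PD against DP 58.6% changed in the same direction. This value lies just inside the bound of at most 60% set for a shorter time. It does not settle the question, since it lies so near the bound while the protocol and the bacterial counts go the other way. Drought during infection, which PD had and PP had not, stays open, as 1 list gene rose in at least 1 of DP, PD and DNH and 5 rose in P (6 adjusted over the list alone), fewer than the 7 that a test of drought at 1 day would need.

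Abscisic acid and drought genes rose in greater number in DP (28 of 34) and PD (23) against M than in D against AC (11), with the same counts adjusted over the list alone, while with 1 control for all 3 the contrast is smaller, at 19 in D against M, and at 18 in DP and 18 in PD against AC. A low level of these genes in M as the whole of it is argued against by 10 of 34 genes higher in DP than in D (1 lower) and 11 in PD than in D (3 lower), comparisons without M arrays, but these counts are far below those against M and lie at or next to the bound of 10, so M may account for part. A single deviating DP array is argued against by a median difference of 0.13 between the DP arrays beside 0.60 against D, and water infiltration by 0 genes that rose in DM against D by limma (0 at an unadjusted p under 0.05 and 0 by the methods' t-test). A hypothesis that remains is a response to bacteria in droughted leaves, as 11 genes rose in DNH against DM and 4 fell, with a bound of 10 written when that count was already known. A longer or harder drought in the infected plants was not tested on the arrays: the paper's relative water content, nearly the same in D and DP, goes against it for DP, and for PD, where its mean is lower but by the paper's test not different from DP, it stays open.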

How the results depend on the processing

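The settings AC in place of M, AC and D in place of M and DM, without the M arrays, and only clusters with 1 gene name were chosen after seeing the data, and the others were set beforehand.

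Counts of changed clusters and overlaps stayed within 1.5 times their value under quantile normalization on top, with dim probes left out and with the methods' t-test. So did the 2 interactions with D in place of DM, and the 5 comparisons that hold no M array in a fit without the M arrays. The folds of these 5 cannot change in that fit. It did not recount P, PP, DP or PD against M or any overlap. The replicate numbers do not pair arrays across groups, as the difference of replicate 1 and 2 correlated between groups with r from -0.08 to 0.06 over 55 pairs of groups, and with a replicate block the counts were 2049 in D, 1383 in P, 3257 in PP, 1883 in DP and 3803 in PD. The methods' t-test called 1734, 1512, 3134, 1791 and 3313 in D, P, PP, DP and PD at an unadjusted p of at most 0.05. Of the list counts it moved 1, glucosinolate fallen in P, to 0, which was 1 by limma at an adjusted and at an unadjusted p under 0.05.

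The totals were steadier than the balance of rises and falls, given here as the share of called clusters that rose where at least 100 were called. The larger direction turned by the methods' t-test for DP (50.2% to 49.7%), NH (50.1% to 48.4%), DRP (55.2% to 47%). With no fold minimum it turned for D (49.3% to 50.8%), NH (50.1% to 48.3%). Under quantile normalization it turned for P (45.3% to 57.3%), DP (50.2% to 48.9%), DP against P (53.3% to 40.4%), the interaction in DP (59.8% to 44.8%), DNH (47.1% to 51.1%), the set unique to DP (51.3% to 45.6%). With dim probes left out it turned for D (49.3% to 50.5%). With D in place of DM it turned for the interaction in PD (44.1% to 54.4%). With AC in place of M it turned for P (45.3% to 51.3%), PD (45% to 54.6%), DNH (47.1% to 55.9%). Among clusters with 1 gene name it turned for P (45.3% to 52.7%), DNH (47.1% to 52.8%). Under quantile normalization no cluster called both ways changed direction in any of these comparisons.

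After a Benjamini-Hochberg adjustment the same test, with 2 degrees of freedom per comparison, called 0 in D, 1 in P, 35 in PP, 0 in DP, 18 in PD, 6 in DNH, 13 unique to PD, 5 members of the fixed lists, and 0 in the comparisons and sets that follow. Without the adjustment it called, beside limma on all arrays with its adjusted p and at an unadjusted p under 0.05, 1734 (2074 and 3040) in D, 1791 (1897 and 2556) in DP, 807 (784 and 1560) in DM against D, 1380 (1369 and 2270) in DP against P, 2509 (2732 and 3374) in PD against PP, 1563 (1711 and 2420) in DP against PD, 1505 (1430 and 2154) in NH, 880 (697 and 1319) in DRP, 106 (143 and 194) in the set of D, P and DP, 207 (293 and 385) in the set of D, PP and PD, 1045 (1060 and 1394) in the set unique to DP, 246 (268 and 312) in the set unique to both. Of 83 counts over single lists it left cell wall 1 fallen in PP, senescence 2 risen in PD and 1 risen in PP and 0 for the other 80, which held 0 to 28 genes without the adjustment, and 1 to 28 by limma on all arrays, with the same range at an unadjusted p under 0.05.

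With no fold minimum the counts rose to 4762 in D, 2923 in P, 5929 in PP, 3900 in DP, 6814 in PD, 1602 in DM against D, 3015 in DP against P, 5492 in PD against PP, 3598 in DP against PD, 3000 in NH, 6225 in DNH, 1456 in DRP, 615 in D, P and DP, 1076 in D, PP and PD and 1641 unique to DP. For the lists it gave abscisic acid and drought 17 risen in P and 3 fallen in PD, RT-qPCR 10 risen in P, photosynthesis 20 fallen in P, glucosinolate 7 risen in P and 6 fallen in PP and 2 risen in DP, cell wall 2 risen in PD, PD defense 5 fallen in PD against PP and 4 fallen in DP and 3 fallen in PP, proline 2 risen in D and 2 fallen in P and 3 fallen in D, polyamine 5 risen in DP and 6 risen in PD and 3 risen in P and 2 risen in D and 2 fallen in DP, salicylic acid 18 risen in P and 11 fallen in D, jasmonate 2 fallen in DP against P.

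Fitted to the arrays of the comparison alone, which leaves 2 residual degrees of freedom (4 in an interaction), limma called 0 in 9 comparisons and sets, where at an unadjusted p under 0.05 the same fit called 3038 in D, 2298 in P, 1627 in DM against D, 2418 in DP against P, 2506 in DP against PD, 2258 in NH, 1549 in DRP, 203 in the set of D, P and DP, 371 in the set of D, PP and PD, and the methods' t-test the counts given above. It called 418 in DP, 1709 in PD against PP, 1189 in the interaction in PD, 418 unique to DP, 92 unique to both and 339 members of the lists, where the sets unique to DP and to both follow from the 0 called in D and P and do not measure uniqueness. The lists gave RT-qPCR 9 risen in DP, photosynthesis 4 fallen in DP, glucosinolate 1 fallen in DP, aquaporin 4 fallen in DP, PTI 1 risen in DP, proline 1 risen in DP, senescence 2 risen in DP, salicylic acid 6 risen in DP, jasmonate 3 risen in DP, and 40 further list counts were 0, which held 1 to 20 genes in the same fit at an unadjusted p under 0.05 and 0 to 19 by the methods' t-test. Quantile normalization gave glucosinolate 3 fallen in PP, aquaporin 1 fallen in P, cell wall 1 risen in DP against P, PD defense 1 fallen in PD against PP.

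Against M in place of AC, D shared 400 clusters with P and DP and 654 with PP and PD, and the lists gave abscisic acid and drought 19 risen in D. This changed the direction of RD26 (-0.09), HSP70-4 (-2.64), SPDS2 (-0.53) in D. With PD and PP against AC, 1048 clusters were unique to PD and 139 unique to both. With AC in place of M the counts were 2751 in P, 5717 in PP, 4107 in DP, 2501 in NH and 2983 in DRP, and the lists gave abscisic acid and drought 3 risen in P and 18 risen in DP and 16 fallen in PP, RT-qPCR 10 risen in DP and 2 risen in P and 4 risen in PP, photosynthesis 2 fallen in DP and 5 fallen in PD and 4 fallen in P and 10 fallen in PP, glucosinolate 5 fallen in DP and 6 fallen in PD and 10 risen in P and 6 risen in PP and 2 fallen in PP, aquaporin 0 fallen in P, cell wall 6 fallen in PP and 0 risen in PD, PD defense 2 fallen in PD and 0 fallen in DP and 0 fallen in PP, proline 3 risen in DP, senescence 4 risen in DP and 1 risen in P, jasmonate 4 risen in PD and 1 fallen in PD. It also changed the direction of BT2 in P (1.71), GOLS2 in P (-0.75), HSP90.1 in P (1.71), HSP90.1 in DP (3.32), JAZ10 in DP (2.84), JAZ10 in P (2.00), HSP70-4 in P (1.80), HSP70-4 in DP (3.34), NOA1 in PD (0.29), CYP79B3 in PP (1.52), AT4G19530 in DP (0.02), JAZ10 in PD (1.44), P5CS1 in P (0.75), OAT in DP (-0.03). The other comparisons of the named genes were 125 with the same call, 32 no longer called and 2 newly called, of 173. With AC and D in place of M and DM the interaction in PD called 4325 clusters, and the lists gave abscisic acid and drought 1 fallen in the interaction in DP. Among clusters with 1 gene name, 1192 were called in D, 2518 in PD, 1100 in DP against PD and 1031 as unique to PD, fewer because fewer clusters were tested.

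With each array left out in turn, where a group's lone sample is assumed to vary like the other groups, 128 of 132 counts stayed within 1.5 times, and DM against D ran from 471 to 976 (515 without D replicate 2 and 471 without DM replicate 2) and DRP from 454 to 489 (454 without M replicate 1 and 463 without DRP replicate 1). Lists that moved were abscisic acid and drought fallen in the interaction in DP (2 to 4), cell wall risen in DP against P (1 to 1), cell wall risen in P (1 to 2), glucosinolate fallen in P (0 to 1), glucosinolate fallen in PP (1 to 2), PD defense fallen in PD against PP (1 to 3), RT-qPCR risen in P (1 to 6), polyamine risen in D (1 to 2), proline fallen in D (1 to 2), proline fallen in P (1 to 2), PTI fallen in P (0 to 0), PTI risen in DP against P (1 to 2), PTI risen in PD against PP (0 to 1), senescence risen in P (2 to 5). Of 1028 values of named genes, 19 lost their call and 5 gained one. In the clustering, groups whose arrays joined first were 7 to 8, where the group left with a single array is counted as joined. The other groups in the smallest branch were 0 to 5 for D with DM, 3 to 6 for D with DP, 4 to 6 for D with PD, 2 to 5 for P with PP and 0 to 5 for DP with P. By Euclidean distance with complete linkage they were 3 for D with DM, 0 for D with PD, 6 for P with PP and 6 for DP with P, and over the 1000 clusters of highest variance 5 for D with DP, 5 for D with PD, 6 for P with PP and 5 for DP with P.

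Named genes kept their call in 247 of 249 comparisons under quantile normalization, in all 249 with dim probes left out, in 237 of 241 by the methods' t-test, in 39 of 241 after its adjustment and in 147 of 249 in the fit to the arrays of the comparison. Quantile normalization changed no direction. The other settings use the same difference of group means, so a direction could not change in them. With no fold minimum 14 were newly called. The deposited values hold no detection calls, so how far dim clusters lie above background was not measured, and the 2 arrays per group limit each fold change.

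Beyond the smaller number of arrays or clusters in a fit, the cause was not tested for any of these changes.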

Differences from the paper's values

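The settings that count only clusters with 1 gene name or shrink the folds were chosen after seeing the values. The paper called genes at an unadjusted p under 0.05 of the methods' t-test and a 2-fold change, and the counts here use an adjusted p under 0.05 from limma with the same fold.

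The paper reports 655 changed transcripts in drought, and 2074 clusters were called here in D. For pathogen the paper's count is 558 and the count here 1374, for DP the paper's is 834 and here 1897, for PP the paper's is 1647 and here 3261, and for PD the paper's is 1716 and here 3795. None of the alternatives set before the data were examined brought these 5 counts within 1.5 times the paper's, the methods' t-test at the paper's own thresholds included. With only clusters with 1 gene name, a setting chosen after seeing the values and with names taken in part from the study's own sheets, PP had 2393 and PD 2518, within 1.5 times, and it dropped 115 of 1645 and 146 of 1716 transcripts that the paper lists. With folds shrunk to the scale of the paper's sheet, also chosen after seeing the values, the methods' t-test gave 1969 in PP, 998 in DP and 2041 in PD, and dropped 307, 220 and 356 of the paper's listed transcripts.

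The paper's 37 genes common to D, P and DP stand beside 143 here, and its 104 common to D, PP and PD beside 293. No alternative set before the data were examined came within 1.5 times of either. The paper's 505 unique genes in DP stand beside 1060 here, and of those alternatives only a fit to the arrays of the comparison, with 418, came within 1.5 times, but that fit called 0 in D and 0 in P by limma (3038 and 2298 at an unadjusted p under 0.05, and 1734 and 1512 by the methods' t-test), so its 418 are all of its calls in DP and the nearness carries no weight. The paper's 885 unique genes in PD stand beside 1853 here, and of those alternatives only PD and PP against AC in place of M, with 1048, did. Only clusters with 1 gene name, chosen after seeing the values, gave 721 unique to DP and 1031 unique to PD, and dropped 76 of 833 listed transcripts in DP and 146 in PD.

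For 19 of 24 genes of the RT-qPCR and PD defense lists, the log2 fold change here exceeded that of the paper's sheet in size by more than its standard error, and for the other 5 it was also larger in size. The 19 were, in DP, ATL58 (1.83 here, 1.09 in the paper), AT1G17940 (1.50 here, 1.37 in the paper), AIRP2 (2.14 here, 1.93 in the paper), AT3G15350 (1.63 here, 1.45 in the paper), AT1G34420 (1.46 here, 1.2 in the paper), NTM1 (1.83 here, 1.25 in the paper), NTMC2T6.2 (2.08 here, 1.17 in the paper), PNP-A (2.08 here, 1.58 in the paper), RLP46 (1.33 here, 1.06 in the paper), SCPL34 (-1.71 here, -1.23 in the paper), SGR2 (1.70 here, 1.02 in the paper), SWEET1 (1.76 here, 1.51 in the paper), AT3G03341 (3.16 here, 2.13 in the paper), AT4G22960 (2.13 here, 1.56 in the paper), and in PD, CYP79B3 (-1.67 here, -1.30 in the paper), AT1G61100 (-1.24 here, -1.03 in the paper), AT4G19530 (-1.35 here, -1.06 in the paper), AT2G43550 (-2.05 here, -1.01 in the paper), JAZ10 (-1.40 here, -1.0 in the paper). Of the alternatives set before the data were examined, the value lay within the standard error of the paper's for AT1G17940 without M replicate 2 (1.49) and without DP replicate 2 (1.44), AIRP2 without M replicate 1 (2.05), AT3G15350 without M replicate 2 (1.58) and without DP replicate 1 (1.47), AT1G34420 without M replicate 1 (1.36) and without DP replicate 2 (1.29), SCPL34 without DP replicate 1 (-1.38), CYP79B3 without PD replicate 1 (-1.42), AT1G61100 with PD and PP against AC in place of M (-1.06), AT4G19530 without M replicate 2 (-1.19), and the others left each of the 19 outside it. The test, fold minimum and arrays of the fit do not change a fold. AT1G34420 was taken from the study's sheet for its RT-qPCR figure, and the paper's primer table does not hold it.

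The paper places DP and PD near its drought clade, while here the branch of D held DM and AC, and DP and PD lay in the branch of M, P and PP. The paper's tree shows 6 treated groups without AC and M, and over these 6, a tree drawn after seeing the values, D and DM lay apart from P, PP, DP and PD. By Euclidean distance with complete linkage, PD joined D with 0 other groups in their smallest branch of the 8 groups, while over the 6 DP and PD joined PP. For JAZ10 the paper gives a rise in DP and a fall in P, while here it had 0.00 in DP and -0.84 in P, neither called, and its fall in PD was called. With AC in place of M, chosen after seeing the values, JAZ10 was called risen in DP, at 2.84, and in P, at 2.00. The paper states a higher FRK1 and PR level in DP than in P, and the difference of 0.69 in FRK1 was not called here except with no fold minimum, while PR1 (1.72) and PR5 (1.69) were higher in DP. The paper states that signaling by flagellin recognition was suppressed in P. Of 20 measured PTI markers 9 rose and 1 fell in P, MPK3 and WRKY33 among those that rose (1.31 and 2.34), although with AC in place of M, chosen after seeing the values, MPK3 was not called in P. These are markers of PTI in general, FLS2 had no cluster of its own, and most of the names came only from the study's lists of changed genes. The count therefore does not test the paper's statement on flagellin signaling.

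The paper states a rise of effector targets in DP, and among the measured ones HSP70-4 (-0.78) and MLO2 (0.01) were not called there, although HSP70-4 exceeded P by 1.54 and, with AC in place of M, chosen after seeing the values, rose by 3.34 in DP. The paper states that proline degradation rose in DP, and of its genes ProDH2 did, by 1.56 (0.83 and not called with AC in place of M, chosen after seeing the values), while ProDH1 had -0.86 and was not called, or was called fallen without DP replicate 1 (-1.20). The paper states that polyamine biosynthesis rose in D. Of 9 measured polyamine genes, catabolism genes among them, 1 did, SPDS2 (1.46, and -0.53 against M in place of AC), while ADC2 had -0.24. Other listed genes of this pathway were not measured, so the count covers biosynthesis only in part.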

Other observations

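The tests of fold scale were chosen only after the result was seen.

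The fold changes of the paper's supplementary sheets correlated with those here across the listed genes, which are not independent of each other, at r from 0.979 to 0.985, and 94.6% to 99.9% of them were called here. Their slope on these values was 0.792 in D, 0.779 in P, 0.737 in PP, 0.754 in DP and 0.743 in PD, fitted on genes the study had chosen. A smaller scale of the paper's folds may account for part of the excess of called clusters, since the methods' t-test with folds multiplied by the slope called 1969 in PP, 998 in DP and 2041 in PD, within 1.5 times the paper's 1647, 834 and 1716. It called 1049 in D and 877 in P, 1.6 and 1.57 times the paper's 655 and 558, which argues against scale as the whole of it there. What changed the scale was not tested.

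Of the clusters called against M, 721 in P (52.5%), 819 in PP (25.1%), 727 in DP (38.3%) and 1478 in PD (38.9%) changed the opposite way in M against AC. Clusters called against M and against AC in the same direction were 344 in P, 1805 in PP, 719 in DP and 1427 in PD. In the interaction in DP, 45% of the called clusters moved the same way as in M against AC, and 28.5% in PD. The same M arrays enter a comparison against M and M against AC with opposite signs, which favors opposite directions. In the interactions and in M against AC they enter with the same sign, which favors the same direction. No reference for these shares was computed, so they do not measure how far the M arrays account for the calls.

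Of 4 measured guard cell markers, GC1 fell in DP (-1.21; not called without M replicate 1, at -1.09, or DP replicate 2, at -1.19), KAT1 rose in PD (1.73) and TGG1 fell in PD (-2.12), and the counts are the same adjusted over the list alone. The measured vascular marker SWEET11 had changes of -0.29 in DP and -0.55 in PD and was called in neither, and no cluster was assigned to any of the epidermis and trichome markers alone. Of the heat-shock list, 12 fell in P, 12 in PP, 10 in DP and 6 in PD against M (12, 12, 10 and 6 adjusted over the list alone). Against AC, a comparison chosen after seeing the data, 4 of them rose in P, 2 in PP, 8 in DP and 8 in PD (4, 2, 8 and 8 adjusted over the list alone), so the falls depend on the control. In the groups that the paper does not report, 12 rose against AC in DRP, 8 in DNH and 3 in NH.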
